# Sex Differences in the Skeletal Muscle Response to a High Fat, High Sucrose Diet in Rats

**DOI:** 10.3390/nu15204438

**Published:** 2023-10-19

**Authors:** Nicholas A. Hulett, Leslie A. Knaub, Sara E. Hull, Gregory B. Pott, Rick Peelor, Benjamin F. Miller, Kartik Shankar, Michael C. Rudolph, Jane E. B. Reusch, Rebecca L. Scalzo

**Keywords:** sex differences, type 2 diabetes, mitochondrial respiration, skeletal muscle, metabolism

## Abstract

Men are diagnosed with type 2 diabetes at lower body mass indexes than women; the role of skeletal muscle in this sex difference is poorly understood. Type 2 diabetes impacts skeletal muscle, particularly in females who demonstrate a lower oxidative capacity compared to males. To address mechanistic differences underlying this sex disparity, we investigated skeletal muscle mitochondrial respiration in female and male rats in response to chronic high-fat, high-sugar (HFHS) diet consumption. Four-week-old Wistar Rats were fed a standard chow or HFHS diet for 14 weeks to identify sex-specific adaptations in mitochondrial respirometry and characteristics, transcriptional patterns, and protein profiles. Fat mass was greater with the HFHS diet in both sexes when controlled for body mass (*p* < 0.0001). Blood glucose and insulin resistance were greater in males (*p* = 0.01) and HFHS-fed rats (*p* < 0.001). HFHS-fed males had higher mitochondrial respiration compared with females (*p* < 0.01 sex/diet interaction). No evidence of a difference by sex or diet was found for mitochondrial synthesis, dynamics, or quality to support the mitochondrial respiration sex/diet interaction. However, transcriptomic analyses indicate sex differences in nutrient handling. Sex-specific differences occurred in PI3K/AKT signaling, PPARα/RXRα, and triacylglycerol degradation. These findings may provide insight into the clinical sex differences in body mass index threshold for diabetes development and tissue-specific progression of insulin resistance.

## 1. Introduction

Type 2 diabetes is a global health crisis, including in the United States where 13% of the population has the disease [1]. Conventional risk factors for developing type 2 diabetes are nutrient overload, obesity, age, sedentary lifestyle, and genetic susceptibility [2]. Mounting evidence points to sex as a key cofactor affecting the development of diabetes [3,4]. For example, at the same BMI, women have lower rates of type 2 diabetes than men [5]. A higher BMI threshold for diabetes development in women is consistent with a model wherein women defend their metabolic health in the context of obesity better than men. Female rodent models are also resistant to diet-induced diabetes, and thus may offer insights into sex differences in carbohydrate metabolism [6]. The reasons for this sex difference are multifactorial and likely the result of the effect of sex on the liver, adipose, and skeletal muscle [7,8,9].

Skeletal muscle health is essential for maintaining glucose homeostasis, accounting for ~80% of postprandial glucose uptake [10,11]. Glucose entering a myofiber may be stored or metabolized through glycolysis and mitochondrial oxidation. Muscle storage capacities are limited, making mitochondrial function essential for glucose homeostasis [10]. Mitochondrial function is partially determined by number and quality. Some studies show altered mitochondrial morphology and respiration during type 2 diabetes while others do not [12,13,14,15,16,17,18]. Sex is an underappreciated variable that may contribute to study differences. Cardiorespiratory fitness, which relies upon skeletal muscle mitochondria, is lower in people with type 2 diabetes. This diabetes-associated impairment in fitness is greater in women than men [19]. We have previously shown that skeletal muscle mitochondrial biogenesis responds in a sex-specific manner to other metabolic stressors such as exercise training [20]. However, little data exist at the molecular and mitochondrial levels to define how skeletal muscle adapts differently between males and females in response to an excess nutrient challenge.

The purpose of this study was to define the sex-specific skeletal muscle mitochondrial adaptations that occur in response to a high fat, high sucrose (HFHS) diet. We hypothesized that skeletal muscle respiration would be lower in females relative to males in response to a HFHS diet, which would be related to mitochondrial biogenesis, dynamics, and transcriptomic differences.

## 2. Materials and Methods

### 2.1. Animals

Four-week-old male and female Wistar rats (Charles River Laboratories International Inc., Wilmington, MA, USA) were randomized to receive standard chow (60% carbohydrate, 17% fat, 23% protein with 5 g sucrose/100 g of diet; Envigo Madison, WI, Custom Diet TD.190369) or a HFHS diet (41% carbohydrate, 39% fat, 20% protein with 45 g sucrose/100 g of diet; Envigo Madison, WI, Custom Diet TD.190370) for 14 weeks. The sources of fat in each diet were lard, coconut oil, and soybean oil. To control for the estrous cycle, female rats were ovariectomized at 12 weeks of age, and estradiol was administered in the drinking water (0.5 μM) from ovariectomy during the project period as previously described [21]. This strategy was employed to limit handling prior to sacrifice for the staging of the female rats. The effectiveness of the estradiol addback was confirmed by comparison to sham ovariectomized females (Supplementary Figure S1). There were no differences in uterine mass (*p* = 0.1913), glucose (*p* = 0.5867), insulin (*p* = 0.78090), and mitochondrial protein synthesis (*p* = 0.5185). The number of animals used for experiments was based on predetermined power analyses and noted below. Body mass (*n* = 18 M-Chow, 18 M-HFHS, 16 F-Chow, 17 F-HFHS), gonadal fat (*n* = 18 M-Chow, 18 M-HFHS, 16 F-Chow, 17 F-HFHS), blood, the liver, and the gastrocnemius were collected at sacrifice. Animals were housed in thermoneutral conditions (30 °C) with a 12:12 light cycle, provided with water and food ad libitum, and fasted 2 h prior to sacrifice [21]. The Institutional Animal Care and Use Committee at the Rocky Mountain Regional VA Medical Center approved all protocols (CD1807R, 13 October 2020).

### 2.2. Blood Collection and Preparation

Animals were anesthetized under 4% isoflurane. Blood was collected via cardiac puncture, spun for 10 min at 3600 rpm and 4 °C, and plasma was collected and saved at −80 °C for glucose (*n* = 10 M-Chow, 8 M-HFHS, 10 F-Chow, 11 F-HFHS) (Cayman Chemicals, item #10009582, Ann Arbor, MI, USA) and insulin (*n* = 9 M-Chow, 8 M-HFHS, 9 F-Chow, 11 F-HFHS) (ALPCO Diagnostics, Catalogue #80-INSRT-E01, Salem, NH, USA) assays. The homeostasis model assessment for insulin resistance (HOMA-IR) (*n* = 9 M-Chow, 8 M-HFHS, 10 F-Chow, 10 F-HFHS) was calculated using previously described methods [22].

### 2.3. Mitochondrial Respiration

Mitochondrial respiration was measured using Oroboros Oxygraph-2k (O2k, Oroboros Instruments Corp., Innsbruck, Austria) according to modifications from previously described protocols [23,24,25,26]. Immediately after removal, the gastrocnemius was placed in ice-cold mitochondrial preservation buffer (BIOPS (10 mM Ca-EGTA, 0.1 mM free calcium, 20 mM imidazole, 20 mM taurine, 50 mM K-MES, 0.5 mM DTT, 6.56 mM MgCl_2_, 5.77 mM ATP, 15 mM phosphocreatine, pH 7.1)). Muscle fibers were separated mechanically (in BIOPS and on ice), then permeabilized by incubation with saponin (40 μg mL^−1^) in BIOPS on ice on a shaker (30 min), then washed in mitochondrial respiration buffer (MiR06 (0.5 mM EGTA, 3.0 mM magnesium chloride, 60 mM K-lactobionate, 20 mM taurine, 10 mM potassium phosphate, 20 mM Hepes, 110 mM sucrose, 1 g L^−1^ bovine serum albumin, 280 U mL^−1^ catalase, pH 7.1)). Next, 1.5–2 mg of fibers were added to pre-warmed MiR06 + 25 μM blebbistatin in the O_2_k. Oxygen in the MiR06 was started at 400 μM and maintained at >250 μM.

Two sets of substrates and inhibitors were added to assess respiration rates at several states in duplicate. Rates for Run 1 were measured following the addition of pyruvate (P, 5 mm) and malate (M, 1 mM) (LEAK_PM_); PM with ADP (2 mM) (OXPHOS_PM_); PM, ADP, glutamate (G, 10 mM PMG P), and succinate (S, 10 mM) (OXPHOS_PMGS_); PMGS, ADP, and oligomycin (2 μg mL^−^^1^, LEAK_PMGS_). Rates for Run 2 were measured following the addition of Palmitoylcarnitine (PC, 50 μM) and malate (M, 1 mM) (LEAK_PCM_); PCM with ADP (2 mM) (OXPHOS_PCM_); PCM, ADP, and succinate (S, 10 mM) (OXPHOS_PCMS_); PCMS, ADP, and oligomycin (2 μg mL^−1^) (LEAK_PCMS_). Both runs ended with 0.5 μM stepwise titration of 4-(trifluoromethoxy) phenylhydrazone (FCCP) until maximal uncoupling was achieved (electron transfer system capacity (E)). Cytochrome c (10 μM) was also added during both runs to determine that mitochondrial membrane damage was minimal and the same between runs. Runs were accepted with a less than 5% increase with cytochrome c addition. Respiration ratios were calculated as a ratio of LEAK/OXPHOS_PM_, LEAK/OXPHOS_PCM_, LEAK/OXPHOS_PMGS_, LEAK/OXPHOS_PCMS_, OXPHOS/Uncoupled_PMGS_, and OXPHOS/Uncoupled_PCMS_ (*n* = 10 M-Chow, 10 M-HFHS, 10 F-Chow, 12 F-HFHS for all respiration measurements).

### 2.4. Western Blotting

The gastrocnemius was flash frozen for the determination of protein content of targets of interest. Tissues were powdered with liquid nitrogen in lysis buffer (MPER (Thermo Scientific, Waltham, MA, USA) with 150 mmol/L NaCl, 1 mmol/L EDTA, 1 mmol/L EGTA, 5 mmol/L Na_4_P_2_O_7_ 10H_2_O), 1 mmol/L Na_3_PO_4_, 20 mmol/L NaF, 500 mmol/L okadaic acid, 1% protease inhibitor cocktail (Sigma Aldrich, St. Louis, MO, USA)), and further processed with a rotor-stator homgenizer. Lysate protein concentration was determined by the Bradford method and equal protein was resolved on 4–15% SDS-PAGE gels followed by transfer to a PVDF membrane. Data for each target were collected across multiple blots due to the number of samples and the constraints of gel capacities. Each blot included samples from each group to avoid blot-to-blot bias. Equal protein loading and transfer were confirmed with ponceau staining. Cross-blot variability was controlled with a consistent loading control sample with which data were normalized. Membranes were probed with specific antibodies for peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC1α, RRID:AB_881987, 1:500) (*n* = 9 M-Chow, 9 M-HFHS, 10 F-Chow, 12 F-HFHS), total endothelial nitric oxide synthase (eNOS, RRID:AB_329863, 1:500) (*n* = 9 M-Chow, 10 M-HFHS, 5 F-Chow, 6 F-HFHS), Ser1177 phosphorylated eNOS (peNOS, RRID:AB_329837, 1:500) (*n* = 9 M-Chow, 10 M-HFHS, 5 F-Chow, 6 F-HFHS), total 50 AMP activated protein kinase (AMPK, RRID:AB_330331, 1:500) (*n* = 9 M-Chow, 10 M-HFHS, 10 F-Chow, 11 F-HFHS), Thr172 phosphorylated AMPK (pAMPK, RRID:AB_330330, 1:500) (*n* = 9 M-Chow, 10 M-HFHS, 10 F-Chow, 11 F-HFHS), mitofusin-1 (Mfn1, RRID:AB_11142211, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 10 F-Chow, 10 F-HFHS), mitofusin-2 (Mfn2, RRID:AB_10999860, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 11 F-Chow, 10 F-HFHS), mitochondrial fission factor (MFF, RRID:AB_2734126, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 11 F-Chow, 10 F-HFHS), dyamin-related protein 1 (Drp1, RRID:AB_11178663, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 11 F-Chow, 10 F-HFHS), phosphorylated Drp1 (pDRP1, RRID:AB_2085352, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 11 F-Chow, 10 F-HFHS), NAD-dependent siturin-1 (SIRT-1, RRID:AB_2617130, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 11 F-Chow, 10 F-HFHS), manganese superoxide dismutase (MnSOD, RRID:AB_300434, 1:500) (*n* = 8 M-Chow, 9 M-HFHS, 8 F-Chow, 7 F-HFHS), Sestrin2 (Ses2, RRID:AB_11178663, 1:500) (*n* = 10 M-Chow, 10 M-HFHS, 11 F-Chow, 10 F-HFHS), Bcl-2 interacting protein (BNIP3, RRID:AB_2259284, 1:500) (*n* = 7 M-Chow, 8 M-HFHS, 9 F-Chow, 8 F-HFHS), PTEN induced putative kinase 1 (PINK1, RRID:AB_11179069, 1:500) (*n* = 10 M-Chow, 11 M-HFHS, 10 F-Chow, 10 F-HFHS), Total OXPHOS Rodent WB Antibody Cocktail (RRID:AB_2629281, 1:500) (*n* = 9 M-Chow, 10 M-HFHS, 10 F-Chow, 12 F-HFHS), and α-tubulin (RRID:AB_2241126, 1:1000) (*n* = 10 M-Chow, 11 M-HFHS, 10 F-Chow, 10 F-HFHS). Proteins were detected by fluorescent secondary antibodies and detected/visualized by Odyssey CLX (LICOR Biotechnologies, Lincoln, NE, USA). Western blot scans and densitometric analysis were performed using Image Studio v4.1.

### 2.5. RNA Sequencing

Rat gastrocnemius tissue (50–100 mg) was homogenized in 1 mL of Trizol (Invitrogen, Waltham, MA, USA) using the Bead Mill 24 using a speed of 5.50 m/s, cycles of 2, a cycle time of 0:30 sec, and a dwell between run times of 0:30 s. Total RNA was isolated using a combination of TRI reagent (Molecular Research Center, Cincinnati, OH, USA) and RNeasy-mini columns, including on-column deoxyribonuclease digestion (Qiagen, Germantown, MD, USA). Directional cDNA libraries for mRNA-sequencing were prepared using polyA-mRNA from individual RNA samples using Illumina TruSeq reagents [27]. Briefly, 1 μg of total RNA was utilized for mRNA isolation using poly-A magnetic beads and was fragmented prior to first- and second-strand cDNA synthesis. Libraries were generated via PCR including dual-indexed barcodes. Following purification with AmpureXP beads, libraries were quantitated using Qubit dsDNA reagents (Invitrogen, Waltham, MA, USA). Pooled cDNA libraries were sequenced (150 bp paired reads) using a NovaSeq 6000 instrument (Illumina, San Diego, CA, USA) by the University of Colorado Cancer Center Genomics and Microarray core facility. All raw sequencing files may be obtained using GEO id: GSE228215 (https://www.ncbi.nlm.nih.gov/geo/, accessed on 7 September 2023).

Following sequencing and demultiplexing, reads were trimmed for adapters and filtered based on quality score using Fastp as previously described [28]. High-quality reads were aligned to the rat genome (rn6) using STAR (ver 2.7.6a) using the default settings. The resulting read alignments file for each sample was imported in Seqmonk (ver 1.48.1) for transcript-level quantification as counts mapping to annotated genes. The raw counts matrix of all genes was imported into DESeq2 (DESeq2 version 1.30.1) in R (ver 4.1), which was used to normalize, Log2 transform, and calculate significant differentially expressed genes (DEG). Quantitation was from the Seqmonk RNA-Seq pipeline on merged transcripts, counting reads over exons as raw counts. All genes with count values greater than 0.1 were used in DESeq2 to calculate significant DEG (*p* < 0.05) within females or within males by dietary group. Normalized, log2 transformed significant DEGs were then seeded into Ingenuity Pathway Analysis (Qiagen Inc., www.qiagenbioinformatics.com) to calculate significantly enriched pathways within females or males by dietary group that are in common between groups.

### 2.6. Tissue Preparation and Determination of Mitochondrial Fractional Synthesis Rate

A subset of animals was labeled for the measurement of mitochondrial biogenesis (*n* = 6 M-Chow, 6 M-HFHS, 6 F-Chow, 5 F-HFHS). The fractional synthesis rate of mitochondrial proteins was performed and described previously [20]. Rats received a single intraperitoneal injection of 99% enriched D_2_O (Sigma-Aldrich, St. Louis, MO) calculated to enrich the body water pool (assumed 60% of body weight) to 5% and given ad libitum access to drinking water enriched to 8% one week before sacrifice [29]. Flash-frozen gastrocnemius was homogenized, fractionated by differential centrifugation, hydrolyzed, and derivatized by our previously published methods [20]. Derivatized amino acids were analyzed on Agilent 7890B GC and 5977B mass spectrometers. Body water deuterium enrichment was determined in plasma using a liquid water isotope analyzer (Los Gatos Research, Los Gatos, CA, USA) against a standard curve prepared with samples containing different concentrations of D_2_O. Mitochondrial protein fractional synthesis rate (FSR, %/day) was calculated using the enrichment of alanine in mitochondria divided by the precursor enrichment (as determined by the body water pool with adjustment for equilibrium with alanine) divided by time.

### 2.7. Statistical Analysis

Data were analyzed with two-way analysis of variance (ANOVA); diet (chow versus HFHS) and sex (male versus female) were the two factors. Pairwise comparisons were performed using the Tukey test where appropriate. Multiple linear regression was used to determine the impact of sex and diet on gonadal fat mass and liver with body mass as an additional factor. For RNA sequencing, all genes with count values >0.1 were used to calculate significant DEG for the interaction between sex and diet, and then within females or within males by dietary group (*p* < 0.05 FDR, Benjamimi and Hochberg). The level of statistical significance was set at *p* < 0.05 for all data. Data are expressed as mean ± SE. All calculations were performed using GraphPad Prism (version 9.4.0 for Windows, GraphPad Software, San Diego, CA, USA). The datasets generated during and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## 3. Results

### 3.1. Animal Characteristics

At sacrifice, males fed the HFHS diet gained more body weight over time compared with females on the HFHS diet (Figure 1A; *p* < 0.0001 for the interaction of time, diet, and sex). Males on the HFHS diet weighed more relative to chow-fed males and to females on either diet (Figure 1B; *p* = 0.0010 for the sex by diet interaction). Both gonadal fat mass and liver mass were greater with the HFHS diet when body mass was controlled for statistically (Figure 1C,D; *p* < 0.0001 and *p* = 0.0193, respectively). Sex did not influence these outcomes (*p* > 0.2973). Blood glucose was affected by both sex (Figure 1E; *p* < 0.0001), where males had higher levels than females, and diet (*p* = 0.0004), where both males and females on the HFHS diet had higher levels than chow-fed animals. Insulin resistance, estimated by HOMA-IR, was higher in males (Figure 1G; *p* = 0.0147) but unaffected by diet (*p* = 0.1414). No difference in insulin concentration was observed by sex (Figure 1F; *p* = 0.8333) or diet (*p* = 0.2162).

### 3.2. Skeletal Muscle Mitochondrial Respiration

Leak (L), OXPHOS (P), and uncoupled (E) respiration using carbohydrate-linked substrates were greater in males in the context of the HFHS diet but unaffected by diet in females (Figure 2A–C; *p* < 0.0001 for sex by diet interaction). Significant sex differences observed for lipid-linked substrate respiration was enhanced in L, P, and E in males relative to females (Figure 2D–F; *p* < 0.0001). However, the sex by diet interaction significance was lost when using lipid-linked substrates for mitochondrial respiration. L and P states as well as ratios between states can be found in Table 1.

### 3.3. Skeletal Muscle Mitochondrial Biogenesis and Protein Content

There was no difference between sexes or diets in total, phosphorylation, or the ratio of phosphorylated to total AMPK (Figure 3A–C; *p* > 0.2511), a key cellular energy sensor. There were also no differences in phosphorylated or total endothelial nitric oxide (eNOS) (Figure 3D,E, *p* > 0.0842). However, effects of sex and diet were detected in the ratio of phosphorylated endothelial nitric oxide to total (Figure 3F; *p* = 0.0003 & *p* = 0.0292, respectively). There were also no differences between groups in protein levels of PGC1α or SIRT1 (Figure 3G,H; *p* > 0.4991). Furthermore, we did not detect any differences in mitochondrial protein fractional synthesis rate between groups (Figure 3I; *p* > 0.3412).

### 3.4. Skeletal Muscle Mitochondrial Quality

Expression of Mfn1, Mfn2, MFF, phosphorylated DRP1, and total DRP1 were not different by sex or diet (Figure 4A–E; *p* > 0.1677). The ratio of phosphorylated to total DRP1 was greater in males (Figure 4F; *p* = 0.0231). Males had greater expression of complexes I and III (Figure 4G; *p* = 0.0277 and *p* = 0.0041, respectively). Females had greater expression of complex V (Figure 4G; *p* = 0.0144). Sex and diet did not have an effect on complexes II and IV. MnSOD and BNIP3 were not different between groups (Figure 5A,D; *p* > 0.1823). Sestrin2 and PINK1 protein content were higher in females (Figure 5B,C; *p* = 0.0176 and *p* = 0.0321, respectively).

### 3.5. RNA Sequencing

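Gastrocnemius RNA of 23 Wistar rats was sequenced from poly-A selected, directional libraries after 14 weeks on chow or the HFHS diet, which began at 4 weeks of age. The female rats of the study were ovariectomized and given estradiol in their drinking water, apart from a subset with a sham operation, and the labels do not give the operation of each female. The deposited table gave raw counts per gene in 1 column per rat, for 5 Female Chow, 6 Female HFHS, 6 Male Chow and 6 Male HFHS rats. The authors had trimmed the reads with fastp, aligned them to the rat genome rn6 with STAR 2.7.6a and counted them over the exons of merged transcripts in SeqMonk 1.48.1. The paper's text does not name the annotation release, nor whether the counting used the strand of the reads, so genes that overlap another gene are named as such where they are reported. Total counts per rat were 29337403 to 51305283 in Female Chow (median 40904915), 21152221 to 44633198 in Female HFHS (median 35491229), 32023954 to 39261325 in Male Chow (median 35089542) and 29645530 to 50170692 in Male HFHS rats (median 36571166). The gene with the most counts was the myosin heavy chain gene Myh2 in 15 rats and the actin gene Acta1 in 8, with between 6.72% and 9.31% of the counts. No pair among the 253 pairs of libraries was identical.
The diet of 3 female rats is given in opposite ways by their sample titles and by the codes of their columns. Rat 205 is HFHS by title and Chow by code, and 224 and 225 are Chow by title and HFHS by code. The codes were used here, since they give the group sizes that Figure 6 draws. The paper's subset labeled with deuterium has 6 female chow and 5 female HFHS rats, the group sizes of the titles. It is not said to be the same animals. The colours of the heat maps in Figure 6 were then set beside the counts for 69 genes. Each of the 23 columns of the picture matched 1 library, with a correlation of 0.917 to 0.982 across genes, against at most 0.716 with any other library. All 5 columns headed Female Chow and all 6 headed Female HFHS matched libraries of the same group. The 6 columns headed Male Chow matched the Male HFHS libraries and the 6 columns headed Male HFHS matched the Male Chow libraries. The deposited diets of the males are used here, and every direction of a diet change in males rests on them.
From the counts, 13365 genes passed the filter on low counts by group in edgeR 4.0.16 (filterByExpr) and were scaled by TMM. They were tested with its quasi-likelihood test in 1 model with the 4 group means. An adjusted p is by Benjamini and Hochberg over these genes, from this test unless another is named, and the threshold was 0.05. Differences by sex are males minus females, differences by diet are HFHS minus chow, and levels are CPM (counts scaled to the size of each library) with the SD over rats. The groups, the tests, 48 gene lists and the rule for naming genes were fixed before the data were examined, although Figure 6 had been seen. Of the lists, 44 had at least 3 tested members and were compared with the other genes by camera in limma with a preset correlation of 0.01 between genes. Camera gives the adjusted p of a list, and the p with a correlation estimated for each list stands beside it. In counts simulated from these libraries with 13365 genes, edgeR recovered 98.5% of genes changed by a log2 of 1 between the sexes, 94.0% between the diets in females and in males and 83.6% for the interaction. At a log2 of 0.5 it recovered 77.6% by sex, 74.6% by diet in females, 67.2% by diet in males and 34.3% for the interaction. The genes changed by these amounts all averaged at least 1 CPM and were drawn independently. The rates therefore do not cover genes below that level.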

Differences between sex and dietary response were evaluated by bulk RNA sequencing of skeletal muscle, as an exploratory experiment, to decipher potential mechanisms of the sex differences in mitochondrial respiration and to generate future hypotheses. 

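Genes of the sex chromosomes and an estrogen target separated the 12 males from the 11 females. The 5 tested genes of chromosome Y were all higher in males. Kdm5d, a histone demethylase gene on chromosome Y (rn6, 505996 to 589267), was at 13.0 ± 1.33 CPM (SD, n = 6) in Male Chow and 13.2 ± 1.07 CPM (SD, n = 6) in Male HFHS rats. It had 3 counts over all females (adjusted p = 3.61e-23 from edgeR). Eif2s3y, which encodes a subunit of a translation initiation factor, was at 35.7 ± 2.70 and 35.1 ± 1.88 CPM in those groups, with 22 counts over all females (adjusted p = 2.24e-19). The RNA helicase gene Ddx3 of chromosome Y was at 56.2 ± 8.45 and 55.5 ± 9.62 CPM, with 13 counts over all females (adjusted p = 3.82e-19). Their partners on chromosome X were lower in males, with a log2 of −0.62 for Kdm5c (standard error 0.04, adjusted p = 5.87e-11), −0.75 for Eif2s3 (standard error 0.04, adjusted p = 4.49e-13) and −0.63 for Ddx3x (standard error 0.05, adjusted p = 7.29e-09). The copies on the 2 chromosomes are alike in sequence and may share reads. Kdm6a, another histone demethylase gene of chromosome X, had log2 −0.68, standard error 0.07, adjusted p = 2.22e-07. Xist was not listed under that name.
Greb1, a target of the estrogen receptor on chromosome 6 (41932244 to 42002819), was at 1.81 ± 0.636 CPM (SD, n = 5) in Female Chow, 2.29 ± 0.523 (SD, n = 6) in Female HFHS, 0.424 ± 0.146 (SD, n = 6) in Male Chow and 0.396 ± 0.0836 (SD, n = 6) in Male HFHS rats. Its difference by sex was log2 −2.31, standard error 0.17, adjusted p = 1.29e-09 from edgeR. Of 9 tested estrogen response genes, 4 were lower in males and none was higher (5 lower when adjusted over the list alone), with a median log2 of −0.26 (adjusted p = 0.00052, and adjusted p = 0.224 with an estimated correlation). Besides Greb1 these were Car12, Stc2 and Pdzk1, with log2 values of −1.51, −0.53 and −0.34. The call of Car12 was lost without Female Chow 205, and those of Stc2 and Pdzk1 without any 1 of 13 and of 12 rats (adjusted p up to 0.0788). With the mean hepatocyte marker level as a covariate Greb1 passed (log2 −2.09) and Car12 (−1.83) and Stc2 (−0.35) did not, while Pdzk1 turned its sign (0.0575). The list then had adjusted p = 0.0526. Genes of muscle atrophy and growth were also lower in males, 6 of 17 and none higher (8 lower when adjusted over the list alone). They had a median log2 of −0.32 (adjusted p = 0.00457, and adjusted p = 0.224 with an estimated correlation). Among them were Cdkn1a, a cell cycle inhibitor (log2 −1.47, standard error 0.27, adjusted p = 0.00124), and Gadd45a, a stress gene induced by denervation (log2 −0.84, standard error 0.15, adjusted p = 0.00101). Myog, a myogenic transcription factor, had log2 −0.58, standard error 0.11, adjusted p = 0.00142. Apobec2, a muscle deaminase gene, was lower in males as well (log2 −0.56, standard error 0.06, adjusted p = 4.91e-06).
Higher in males were Map7d2, a microtubule-associated protein gene of chromosome X (log2 1.13, standard error 0.15, adjusted p = 1.80e-05), and Slc6a7, a proline transporter gene (log2 1.14, standard error 0.15, adjusted p = 3.88e-05). Rgs5, a regulator of G-protein signaling found in pericytes, had log2 0.45, standard error 0.06, adjusted p = 4.10e-05. Chd2, Plcb4 and Rasd2 were also higher in males, with log2 values of 0.36, 0.33 and 0.58, standard errors of 0.05 to 0.09 and adjusted p values of 8.57e-05 to 0.000139. Of 404 tested genes of chromosome X, 21 were higher and 33 lower in males. Outside both sex chromosomes 482 of 12956 were higher and 658 lower.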

There were overall transcriptomic differences by sex. 

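At an adjusted p under 0.05 from edgeR, 1199 genes differed by sex, 508 higher and 691 lower in males. The largest differences of a fixed list were in liver transcripts. Of 35 tested hepatocyte markers, 34 were lower in males and none was higher (34 lower when adjusted over the list alone), with a median log2 of −4.63 (adjusted p = 6.28e-31, and adjusted p = 0.224 with an estimated correlation). Alb, the serum albumin gene, was at 242 ± 83.5 CPM (SD, n = 5) in Female Chow, 108 ± 122 (SD, n = 6) in Female HFHS, 5.39 ± 5.41 (SD, n = 6) in Male Chow and 1.26 ± 1.84 (SD, n = 6) in Male HFHS rats. Its difference by sex was log2 −6.00, standard error 0.83, adjusted p = 9.56e-05. Cyp2e1, a cytochrome P450 gene that overlaps Syce1, had log2 −4.48, standard error 0.51, adjusted p = 7.13e-06. Fabp1, the liver fatty acid-binding protein gene, had log2 −4.94, standard error 0.58, adjusted p = 1.64e-05. Adh1, an alcohol dehydrogenase gene, had log2 −2.96, standard error 0.36, adjusted p = 1.58e-05, and Itih3, which encodes a plasma protein, had log2 −1.94, standard error 0.22, adjusted p = 4.91e-06. The level of these transcripts varied widely between females, and 2 of the 11 females had no more Alb than the highest male, at 15.4 CPM.

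**Figure D1:**
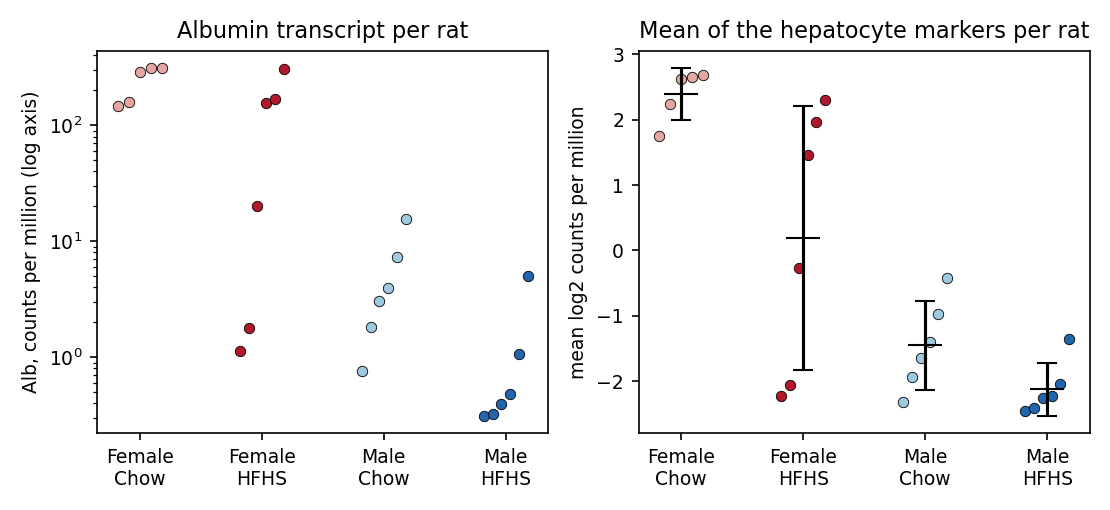
Alb in CPM on a log axis (left) and the mean log2 CPM of the hepatocyte markers (right) in each rat of the 4 groups, with the group mean and SD on the right. Alb lay above 15.4 CPM in 9 of the 11 females and in none of the 12 males.

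Other groups of genes differed by smaller amounts. Of 73 cytosolic ribosomal protein genes, 37 were lower in males and none was higher (60 lower when adjusted over the list alone), with a median log2 of −0.15 (adjusted p = 3.27e-23, and adjusted p = 0.224 with an estimated correlation). Examples were Rplp1 (log2 −0.25, standard error 0.05, adjusted p = 0.00398) and Rpl31 (log2 −0.26, standard error 0.05, adjusted p = 0.00236), which overlaps Tbc1d8 (correlation of their counts 0.829). Extracellular matrix and fibrosis genes were higher in males, 9 of 41 with 1 lower (17 higher and 1 lower when adjusted over the list alone). Their median log2 was 0.22 (adjusted p = 1.24e-06, and adjusted p = 0.426 with an estimated correlation). They included Tgfbr2, a TGF-beta receptor gene (log2 0.39, standard error 0.07, adjusted p = 0.00101) and Sparc, a matrix protein gene (log2 0.30, standard error 0.07, adjusted p = 0.00483). The collagen gene Col15a1 had log2 0.53, standard error 0.12, adjusted p = 0.00818.
Endothelial markers were higher in males, 7 of 13 with none lower (9 higher when adjusted over the list alone; adjusted p = 1.38e-06, and adjusted p = 0.224 with an estimated correlation). Among them were the transcription factor gene Erg (log2 0.37, standard error 0.07, adjusted p = 0.00162) and the cadherin gene Cdh5 (log2 0.26, standard error 0.05, adjusted p = 0.00271). The VEGF receptor gene Kdr had log2 0.44, standard error 0.09, adjusted p = 0.00311, and the receptor kinase gene Tie1 log2 0.32, standard error 0.07, adjusted p = 0.00355. TCA cycle genes were higher in males, 5 of 16 with none lower (8 when adjusted over the list alone; adjusted p = 9.13e-06, and adjusted p = 0.224 with an estimated correlation). They included Sdha (log2 0.21, standard error 0.04, adjusted p = 0.00405), the citrate synthase gene Cs (log2 0.21, standard error 0.05, adjusted p = 0.00808), Dlst (log2 0.15) and Idh3g (log2 0.13). The calls of Dlst and Idh3g were lost without any 1 of 5 and of 15 rats (adjusted p up to 0.0806). Of 7 neutrophil and mast cell markers, 4 were lower in males (5 when adjusted over the list alone; adjusted p = 0.016, and adjusted p = 0.444 with an estimated correlation). These were the mast cell protease genes Tpsab1 (log2 −1.07, standard error 0.19, adjusted p = 0.000534), Tpsb2 (log2 −0.86, standard error 0.18, adjusted p = 0.00397) and Cma1 (log2 −0.64, standard error 0.16, adjusted p = 0.0145) and the IgE receptor gene Fcer1a. Fcer1a had log2 −1.27 and adjusted p = 0.0329, lost without any 1 of 8 rats (up to 0.0726). In all, 13 of 44 lists passed by camera, 0 with an estimated correlation and 15 by fry, which tests each list by itself.
With the mean level of the hepatocyte markers of each rat as a covariate, 48 rather than 1199 genes passed. Sex accounted for 56.9% of the variance of that level, and the median standard error rose from 0.0838 to 0.152. Of the 1165 genes called outside the hepatocyte list 1111 (95.4%) kept their sign, with log2 values at a median ratio of 0.974 to those without it. Of the 13 lists 7 kept their call and direction. The hepatocyte list, from which the covariate is made, lost its call (adjusted p = 0.214 from camera), in part by construction.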

In total, 1426 genes were differentially expressed between males and females. There was also an interaction of diet and sex in the transcript data with 1559 genes differentially regulated by diet depending on the sex (Figure 6A). 

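Cyp1a1, a cytochrome P450 gene induced through the aryl hydrocarbon receptor (chromosome 8, 62472095 to 62478147), was higher on the HFHS diet in both sexes. It had 0 counts in all 5 Female Chow rats and 2.03 ± 1.22 CPM (SD, n = 6) in Female HFHS rats. This mean is 138-fold above a floor of 3 counts over the chow group, a fold that leaves out the spread of the HFHS rats. The difference passed (adjusted p = 0.00218 from edgeR). In males it went from 0.0189 ± 0.0150 CPM (SD, n = 6) on chow, a level of at most 1 count per rat, to 0.932 ± 0.746 (SD, n = 6) on the HFHS diet (log2 5.41, standard error 0.86, adjusted p = 0.0455). The 2 changes did not pass the test of their difference (adjusted p = 0.983). Its log2 of −3.84 (standard error 2.24) depends on how the fit treats the 0 counts of Female Chow, so it gives no size. Por, the electron donor of the cytochromes P450 (chromosome 12, 23998411 to 24046814), rose in females from 31.3 ± 2.77 CPM (SD, n = 5) to 41.9 ± 3.52 (SD, n = 6; log2 0.42, standard error 0.07, adjusted p = 0.0481). In males Por was at 31.8 ± 2.27 and 37.0 ± 3.35 CPM (log2 0.22, adjusted p = 0.456). Cldn5, a tight junction gene of endothelium, rose in males from 17.1 ± 1.43 to 34.3 ± 9.98 CPM (SD, n = 6 each; log2 1.00, standard error 0.18, adjusted p = 0.0455). In females it was at 14.7 ± 1.82 and 23.1 ± 6.83 CPM (log2 0.66, adjusted p = 0.603). Cdc45, a DNA replication gene, had log2 0.95, standard error 0.17, adjusted p = 0.0455 in males. It contains Cldn5 on the opposite strand (chromosome 11, 86329012 to 86358453 and 86356294 to 86357718) and their counts correlated at 0.999 across rats, so the 2 cannot be counted as separate genes. These were all the genes called by diet, 2 in females and 3 in males (930 and 1057 at an unadjusted p under 0.05; 6 and 25 by DESeq2; 9 and 17 by limma-voom). DESeq2 fitted on each sex alone, chosen after the data were seen, called 17 and 90. It is 1 reading of the paper's methods, which name DESeq2 within females or within males by diet. Figure 6A shows about 15 and 81, read by eye. The calls by edgeR were all higher on the HFHS diet, while by DESeq2 on all rats 3 were higher and 3 lower in females and 20 higher and 5 lower in males.

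**Figure D2:**
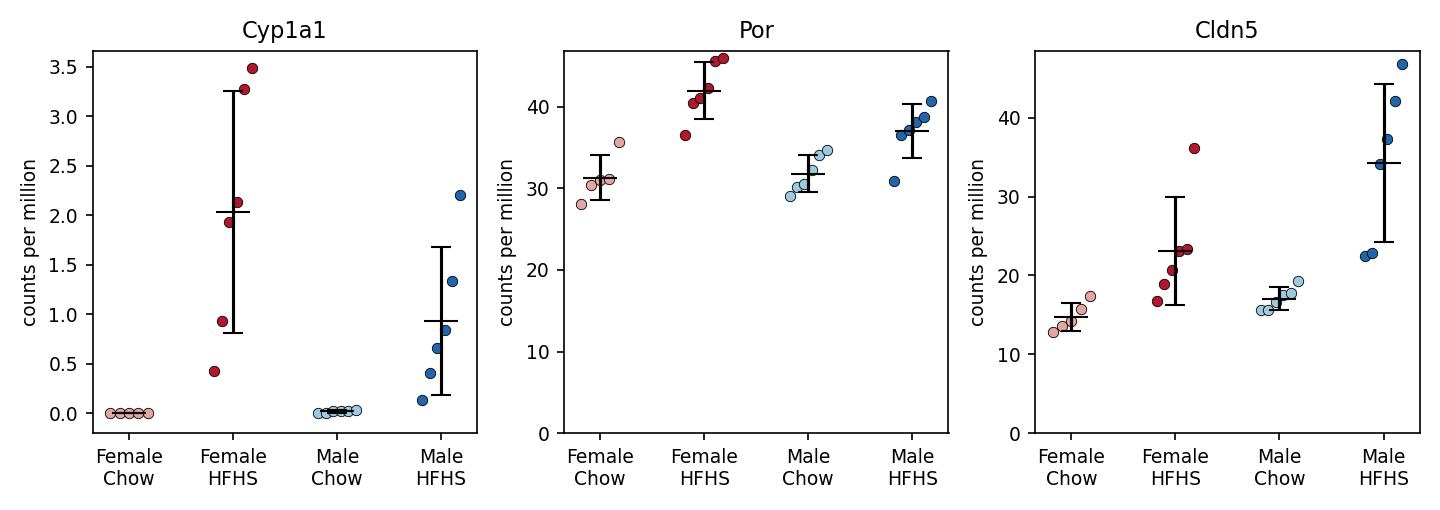
Cyp1a1, Por and Cldn5 in CPM in each rat of the 4 groups, with the group mean and SD. Cyp1a1 was at 0 counts in each Female Chow rat and at no more than 1 count in each Male Chow rat.

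For the interaction of sex and diet, edgeR called 0 genes (652 at an unadjusted p under 0.05), DESeq2 called 1 and limma-voom 0. Averaged over the sexes, 7 genes were higher on the HFHS diet and 0 lower. Besides Cyp1a1, Por, Cldn5 and Cdc45 these were Phlda3, a target of p53 (log2 0.74, standard error 0.11, adjusted p = 0.00581), Mlycd, the malonyl-CoA decarboxylase of fatty acid oxidation (log2 0.45, standard error 0.07, adjusted p = 0.00617), and Nfkbiz. Nfkbiz, a regulator of NF-kB, had log2 0.94, standard error 0.17, adjusted p = 0.0125. These 3 are named after their values were seen. With the diets of the sample titles 0 genes passed by diet averaged over the sexes, and with the hepatocyte covariate 1. By DESeq2 53 passed, 37 higher and 16 lower. Between the sexes, 645 genes differed on the HFHS diet (266 higher and 379 lower in males), or 1013 by DESeq2. The genes differing by sex on chow were 230 (41 higher and 189 lower), or 359 by DESeq2 (96 higher and 263 lower).
As groups, 10 of 44 lists differed in their response to diet between the sexes by camera, and 0 passed with an estimated correlation or by fry. Interferon response genes had the lowest p. Of 28, 26 had a positive interaction log2 (the change in males minus that in females), with a median of 0.56 (adjusted p = 7.65e-14, and adjusted p = 0.33 with an estimated correlation). In males 23 of 28 were higher on the HFHS diet with a median log2 of 0.36 (adjusted p = 1.58e-09, and adjusted p = 0.257 with an estimated correlation). In females 23 of 28 were lower with a median log2 of −0.19 (adjusted p = 0.000891, and adjusted p = 0.722 with an estimated correlation). No member was called in either sex. Fatty acid oxidation genes were higher on the HFHS diet in both sexes, 24 of 24 in females with a median log2 of 0.17 (adjusted p = 2.54e-08, and adjusted p = 0.588 with an estimated correlation). In males 23 of 24 were higher with a median of 0.18 (adjusted p = 3.96e-10, and adjusted p = 0.257 with an estimated correlation). Without the 3 rats with conflicting labels the calls of these lists in females were lost (adjusted p = 0.316 for interferon response and 0.0786 for fatty acid oxidation). With the diets of the sample titles both turned their direction in females without passing (0.655 and 0.246), and without Female HFHS 225 interferon response had 0.0765. Of the fatty acid oxidation genes edgeR called 0 (4 in females and 0 in males when adjusted over the list alone). Hepatocyte markers were lower in 35 of 35 cases on the HFHS diet in females, with a median log2 of −1.41 (adjusted p = 4.54e-54, and adjusted p = 0.12 with an estimated correlation; 0 called, 11 when adjusted over the list alone). Among Female HFHS rats, Alb was at 1.13 CPM in 202, 1.79 in 209 and 20.0 in 225, while 201, 210 and 224, at 303, 156 and 168 CPM, lay inside the Female Chow range of 145 to 311. In males 31 of 35 markers were lower, with a median of −1.56.
The call of Por in females was lost without any 1 of 17 rats (adjusted p up to 0.248), those of Cldn5 and Cdc45 in males without any 1 of 16 and that of Cyp1a1 in males without any 1 of 14 (up to 0.150). The diets of the sample titles left none of these calls. No male has another diet by title than by code, so the calls in males were lost only through the females in the shared model. The titles would put 224 and 225, with Cyp1a1 at 0.931 and 3.49 CPM, in Female Chow and 205, with 0 counts, in Female HFHS. The placing of these rats thus matters for the rise of Cyp1a1 in females. Among the females whose labels agree, Cyp1a1 was at 0 CPM on chow and at 0.425 to 3.28 CPM on the HFHS diet. A rise was therefore seen without the rats with conflicting labels. With females fitted alone edgeR called 0 genes by diet, so the call of Cyp1a1 in females was lost there. With the male diets as headed in Figure 6, an alternative chosen after the data were seen, the changes in males turn round (Cyp1a1 log2 −5.41). The interaction then calls 7 genes, by construction those that the deposited diets give averaged over the sexes.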

Ingenuity Pathway Analysis was used to identify pathways related to these genes. Here, we revealed significant diet and sex differences in LXR/RXR Activation, EIF2 Signaling, PPARα/RXRα Activation, the Fibrosis Idiopathic Signaling Pathway, Notch Signaling, and the Senescence Pathway (Figure 6B). 

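Of the lists for these pathways, extracellular matrix and fibrosis genes and Notch signaling genes passed by camera by sex and by diet, PPAR alpha targets by diet and senescence genes by diet in males. With an estimated correlation only Notch signaling by diet in males passed among these (adjusted p = 0.0185). The calls of these lists by diet in females were lost without the 3 rats with conflicting labels. The lists were written from general knowledge. Ingenuity Pathway Analysis was not run here. Among LXR and RXR targets, Tnfaip3, an inhibitor of NF-kB (log2 0.50, standard error 0.11, adjusted p = 0.005), and Mylip, a ligase that degrades the LDL receptor (log2 0.40, standard error 0.12, adjusted p = 0.0432; lost without any 1 of 17 rats, adjusted p up to 0.0778), were higher in males. The apolipoprotein gene Apoc1 was lower (log2 −4.88, standard error 0.73, adjusted p = 0.000146). Apoc1 is an abundant liver transcript, and the hepatocyte markers were lower in males too. The other 15 of 18 did not pass (2 higher and 3 lower when adjusted over the list alone), and camera gave adjusted p = 0.326 by sex, 0.746 by diet in females and 0.847 in males. Of 32 genes of EIF2 signaling and the integrated stress response, 3 were lower in males and none was higher (5 lower when adjusted over the list alone). These were the X-linked subunit Eif2s3, Chac1 and Slc3a2. Chac1, a glutathione-degrading stress gene, had log2 −1.27, standard error 0.34, adjusted p = 0.0247 (0.0533 without Female Chow 214). Slc3a2, an amino acid transporter gene, had log2 −0.21, standard error 0.06, adjusted p = 0.028 (0.0538 without Female Chow 205). The camera p of this list was 0.177 by sex, 0.687 by diet in females and 0.525 in males.
PPAR alpha targets rose with the HFHS diet as a group in both sexes, with 19 of 23 higher in females (median log2 0.24; adjusted p = 5.69e-06, and adjusted p = 0.588 with an estimated correlation). In males 21 of 23 were higher (median log2 0.26; adjusted p = 7.91e-09, and adjusted p = 0.199 with an estimated correlation). No member was called in either sex (4 in females and 3 in males when adjusted over the list alone), and the interaction did not pass (adjusted p = 0.797 from camera). In females the call of the list was lost without the 3 rats with conflicting labels (0.0786), and with the diets of the sample titles the list turned lower (0.618). By sex, 4 of 23 were lower in males and none was higher. Among them Ehhadh, a peroxisomal oxidation gene, had log2 −0.67, standard error 0.14, adjusted p = 0.00328. Ucp2, an uncoupling protein gene, had log2 −0.96, standard error 0.23, adjusted p = 0.011. Creb3l3 was at 0.695 ± 0.106 CPM (SD, n = 5) in Female Chow, 0.345 ± 0.331 (SD, n = 6) in Female HFHS, 0.0379 in Male Chow and 0 in Male HFHS rats (adjusted p = 6.03e-05). Creb3l3 is expressed mainly in liver. The list by sex had a median log2 of −0.01, a mean of −0.36 and adjusted p = 0.305 from camera.

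**Figure D3:**
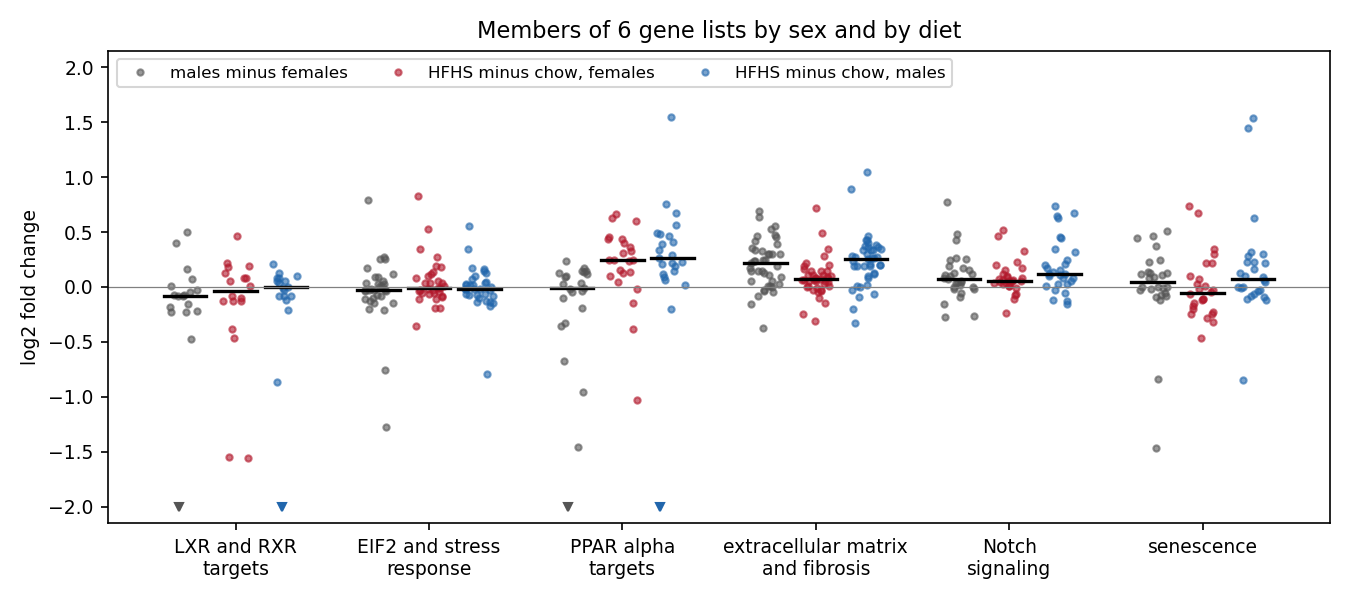
Log2 differences of each tested member of 6 gene lists, for males minus females (grey), HFHS minus chow in females (red) and HFHS minus chow in males (blue), with the median as a bar. The axis ends at 2 in both directions, and 4 values beyond it are drawn as triangles.

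The extracellular matrix and fibrosis list, used here for the fibrosis pathway, was higher on the HFHS diet in males, 35 of 41 members with a median log2 of 0.25 (adjusted p = 8.77e-12, and adjusted p = 0.203 with an estimated correlation). In females 31 of 41 were higher with a median of 0.07 (adjusted p = 0.0482, and adjusted p = 0.832 with an estimated correlation). No member was called by diet (5 in males and 0 in females when adjusted over the list alone). Fibroblast and progenitor markers rose in males as well, 10 of 11 members (adjusted p = 0.000251, and adjusted p = 0.409 with an estimated correlation), as did endothelial markers, 13 of 13 (adjusted p = 3.93e-05, and adjusted p = 0.257 with an estimated correlation). In females the calls of the fibrosis and Notch lists were lost without the 3 rats with conflicting labels (adjusted p = 0.105 and 0.149) and without Female Chow 205 alone (0.993 and 0.130), the first also without any 1 of 9 other rats and the second of 3 (up to 0.463). Without the 3 rats, and without 205 alone, the direction of the fibrosis list by camera turned lower. With the diets of the sample titles the fibrosis list was lower on the HFHS diet in females (3.26e-06). The change of the extracellular matrix and fibrosis list was larger in males (median interaction log2 0.20; adjusted p = 0.00264, and adjusted p = 0.827 with an estimated correlation). Notch signaling genes were higher in males by sex, 4 of 29 and none lower (9 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0146, and adjusted p = 0.284 with an estimated correlation). The ligand gene Dll4 had log2 0.42, standard error 0.10, adjusted p = 0.0112, and the target genes Hey2 and Nrarp had log2 0.77, standard error 0.16, adjusted p = 0.00336 and log2 0.48, standard error 0.13, adjusted p = 0.0224. Numb, an inhibitor of Notch, was higher as well (log2 0.17, adjusted p = 0.0297; lost without any 1 of 3 rats, up to 0.0579). With the hepatocyte covariate the list did not pass by sex (0.138). Notch genes rose with the HFHS diet in males, 24 of 29 with a median log2 of 0.11 (adjusted p = 9.16e-08, and adjusted p = 0.0185 with an estimated correlation). In females 24 of 29 were higher with a median of 0.06 (adjusted p = 0.0249, and adjusted p = 0.588 with an estimated correlation). No member was called (4 in males when adjusted over the list alone), and the interaction did not pass (adjusted p = 0.0912). Of 26 senescence genes, 4 were higher and 2 lower in males by sex, with the same counts adjusted over the list alone and adjusted p = 0.588 from camera. Ccnd1, a cyclin gene (log2 0.37, standard error 0.09, adjusted p = 0.0142), Tgfb1, Gadd45b (log2 0.51; lost without any 1 of 5 rats) and Igfbp5 (log2 0.45; lost without any 1 of 15 rats, adjusted p up to 0.0716) were the higher ones. Cdkn1a and Gadd45a were the lower ones. This list rose with the HFHS diet in males, 16 of 26 with a median log2 of 0.07 (adjusted p = 0.0157, and adjusted p = 0.199 with an estimated correlation). The call was lost without Male Chow 112 (0.0828) or Male HFHS 104 (0.0603). The list did not pass in females (median log2 −0.06, adjusted p = 0.336), and the sexes differed (median interaction log2 0.18; adjusted p = 0.00445, and adjusted p = 0.114 with an estimated correlation).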

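The genes drawn in the heat maps of Figure 6 were read from the picture and tallied. They were chosen by the study on these rats, so their counts are not independent evidence of a direction. Of 8 tested genes of the triacylglyceride degradation panel, 4 were lower in males and none was higher. Ces2e, a carboxylesterase gene, was at 0.675 ± 0.143 CPM (SD, n = 5) in Female Chow, 0.242 ± 0.281 (SD, n = 6) in Female HFHS, 0.00458 in Male Chow and 0 in Male HFHS rats (adjusted p = 3.88e-05 from edgeR). Lipc, the hepatic lipase gene, was at 0.509 ± 0.225, 0.153 ± 0.162, 0.0365 ± 0.0371 and 0 CPM in the same order (adjusted p = 0.000649). The lipase gene Pnpla5 was at 0.587 ± 0.457, 0.108 ± 0.121, 0.00458 and 0 CPM (adjusted p = 0.000502). Pnpla3, a triacylglycerol hydrolase gene, had log2 −0.59, standard error 0.15, adjusted p = 0.0154. With the hepatocyte level as a covariate 0 of these 4 genes passed (adjusted p of 0.258 to 0.881), and the log2 of Pnpla3 fell to −0.16. Lipc is mainly a liver gene, the hepatocyte markers were lower in males as well, and Ces2e, Lipc and Pnpla5 averaged below 1 CPM in every group. Of 17 tested members of the fixed triacylglycerol degradation list, 1 was higher and 4 were lower in males (2 and 7 when adjusted over the list alone), with a median log2 of −0.08 (adjusted p = 0.00457, and adjusted p = 0.224 with an estimated correlation). The call of the list was lost with the hepatocyte covariate (0.482) and with the filter at 1 CPM (0.218). The higher member was Lipg (log2 1.01, adjusted p = 0.0414; lost without any 1 of 14 rats, up to 0.0783).
In the NRF2 panel, 5 of 18 tested genes were lower in males and none was higher. These were Mgst1, a microsomal glutathione transferase gene (log2 −0.99, standard error 0.16, adjusted p = 0.000191), Sod3, the extracellular superoxide dismutase gene (log2 −0.53, standard error 0.10, adjusted p = 0.00122), Dnajb14 and the liver cytochrome P450 genes Cyp2e1 and Cyp2a1. Dnajb14, a chaperone gene, had log2 −0.19, standard error 0.06, adjusted p = 0.0451 (lost without any 1 of 16 rats, up to 0.109), and Cyp2a1 had log2 −2.92, standard error 0.57, adjusted p = 0.00158. With the hepatocyte level as a covariate Cyp2a1 reached a log2 of 2.19 in the other direction. With it Cyp2e1 had log2 −1.61 and adjusted p = 0.323 from edgeR, and Mgst1 and Sod3 did not pass either. In the PPAR alpha panel 2 of 20 tested genes were higher in males and none was lower. These were Nfkb1, a subunit of NF-kB (log2 0.20, standard error 0.04, adjusted p = 0.00483), and Tgfb1, the TGF-beta gene (log2 0.24, standard error 0.06, adjusted p = 0.0201). The autophagy panel holds both of these, and they were its only calls among 20 tested genes. By diet, 1 panel gene passed in each sex, Cyp1a1. Between the sexes on the HFHS diet, 2 of 8 genes of the triacylglyceride degradation panel (Ces2e and Lipc), 1 of 18 of the NRF2 panel (Cyp2e1), 1 of 20 of the autophagy panel (Map1lc3a) and 0 of 20 of the PPAR alpha panel were lower in males, and 0 were higher. Aadac, Nod2 and Cyp2r1 were below the filter on low counts.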

To further investigate sex differences in response to a HFHS diet, we examined the genes within the regulatory pathways of interest, including PPARα/RXRα Activation, NRF2-mediated Oxidative Stress Response, Triacylglyceride Degradation, and Autophagy, to identify potential targets for future studies (Figure 6C). Together, these data suggest that in response to the HFHS diet, females tended to have greater expression of genes related to nutrient sensing/storage than males while males have greater expression of genes related to inflammation.

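Between males and females on the HFHS diet (n = 6 each), some interferon, matrix and Notch genes were higher in males. Their lists did not pass with an estimated correlation (adjusted p = 0.375, 0.345 and 0.289). Ifit2, an interferon-induced gene, was at 23.6 ± 4.38 CPM (SD, n = 6) in males and 9.86 ± 3.50 (SD, n = 6) in females (log2 1.26, standard error 0.21, adjusted p = 0.00216 from edgeR). Gbp2, an interferon-induced GTPase gene (log2 0.78, standard error 0.16, adjusted p = 0.00637), and Ifit3 (log2 1.18, standard error 0.30, adjusted p = 0.0254; lost without any 1 of 6 rats, adjusted p up to 0.0693) were higher too. The interferon response list had 3 of 28 members higher and none lower (11 and 1 when adjusted over the list alone), with a median log2 of 0.40 (adjusted p = 2.80e-07, and adjusted p = 0.375 with an estimated correlation). Of 35 genes of inflammation and NF-kB, 1 was higher and 1 lower in males, with the same counts adjusted over the list alone. These were Tnfaip3 (log2 0.67, standard error 0.15, adjusted p = 0.013) and Ikbkb, a kinase that activates NF-kB (log2 −0.28, standard error 0.08, adjusted p = 0.0469; lost without any 1 of 15 rats, adjusted p up to 0.113). The list as a whole was higher in males, with a median log2 of 0.15 (adjusted p = 0.0177, and adjusted p = 0.348 with an estimated correlation). This call was lost without Female HFHS 201 (0.097), with the filter at 1 CPM (0.0556) and with the hepatocyte covariate (0.204). By diet it rose in males with 30 of 35 members higher (adjusted p = 9.16e-08, and adjusted p = 0.0185 with an estimated correlation). In females 25 of 35 were higher on the HFHS diet (adjusted p = 0.0249, and adjusted p = 0.588 with an estimated correlation), a call lost without the 3 rats with conflicting labels (0.409), without Female Chow 205 (0.241) and without Female HFHS 209 (0.0779) or 224 (0.0688). The call in females was also lost with the hepatocyte covariate (0.311). With the diets of the sample titles the list turned lower in females without passing (0.618). The interaction of the list did not pass (adjusted p = 0.0912 from camera).
Extracellular matrix and fibrosis genes had 6 of 41 members higher in males and none lower (17 and 1 when adjusted over the list alone; adjusted p = 1.62e-08, and adjusted p = 0.345 with an estimated correlation). Among them were Sparc (log2 0.46, standard error 0.09, adjusted p = 0.00606), Tgfbr2 (log2 0.50, standard error 0.10, adjusted p = 0.00618) and Col15a1 (log2 0.85, standard error 0.17, adjusted p = 0.00638). Of 29 Notch signaling genes, 2 were higher in males, Dll4 and Nrarp, and none was lower (4 when adjusted over the list alone; adjusted p = 0.00271, and adjusted p = 0.289 with an estimated correlation). Dll4 was at 35.8 ± 2.38 CPM (SD, n = 6) in males and 20.8 ± 5.02 (SD, n = 6) in females (log2 0.78, standard error 0.14, adjusted p = 0.00371). The call of Nrarp was lost without Female HFHS 210 or Male HFHS 106 (adjusted p up to 0.0579). The interaction did not pass for any of these genes, with an adjusted p of 0.96 for Dll4, Ifit2, Ifit3, Gbp2 and Col15a1 and 0.983 for Sparc and Tgfbr2. A larger difference by sex on this diet is therefore not shown to come from the diet.

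**Figure D4:**
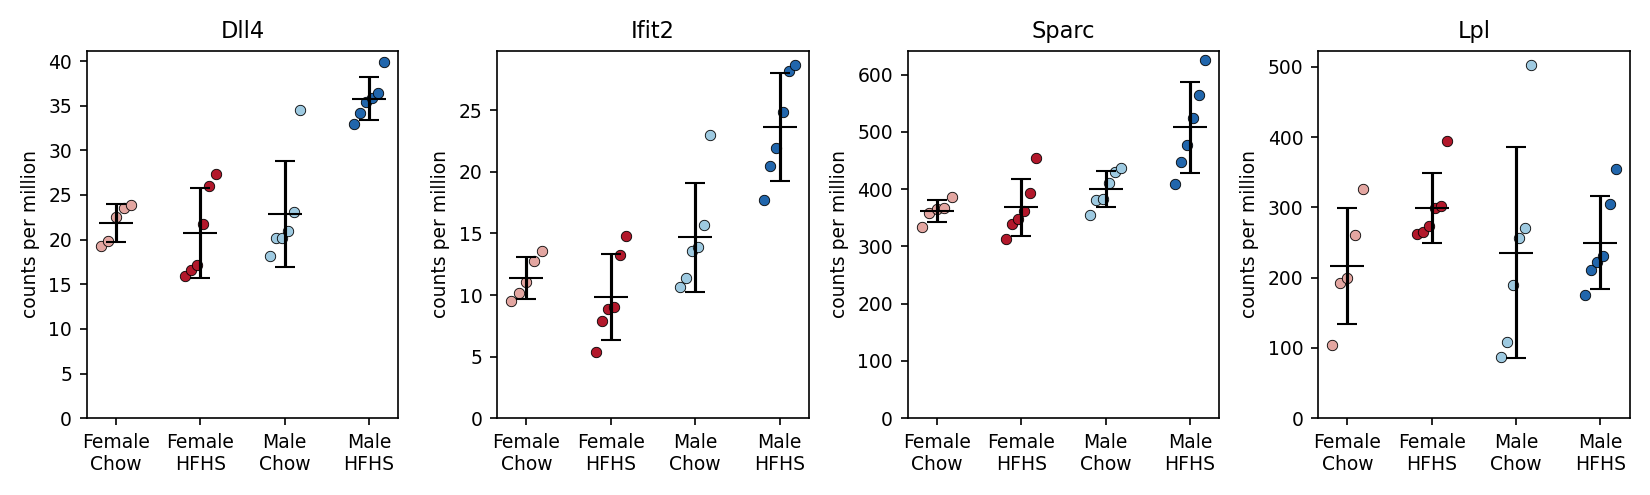
Dll4, Ifit2, Sparc and Lpl in CPM in each rat of the 4 groups, with the group mean and SD. Dll4 averaged 35.8 CPM in the 6 Male HFHS rats and 20.8 CPM in the 6 Female HFHS rats.

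Lists of nutrient sensing and storage did not pass between the sexes on the HFHS diet. Camera gave adjusted p = 0.0597 for triacylglycerol degradation (0.0387 by fry). Of its 17 members 2 were lower in males, Ces2e (adjusted p = 0.00702) and Lipc (adjusted p = 0.0262; up to 0.0636 without Female HFHS 201 or 210 or Male HFHS 102), and 4 when adjusted over the list alone. For triacylglycerol and fatty acid synthesis it gave 0.563 with 0 of 25 called (0 also adjusted over the list alone), and for glucose uptake and glycolysis 0.883 with 0 of 33. It gave 0.584 for insulin and PI3K/AKT signaling with 1 of 38 higher (Grb14, lost without any 1 of 11 rats, up to 0.101). It gave 0.563 for LXR and RXR targets with 1 higher (Tnfaip3) and 1 lower (Apoc1) of 18, and 0.453 for PPAR alpha targets with 4 lower of 23 (Creb3l3, Ehhadh and Ucp2 among them). The calls of Ehhadh and Ucp2 on this diet were lost without any 1 of 2 and of 11 rats (adjusted p up to 0.110). Fatty acid oxidation genes had 1 of 24 lower (Ehhadh) and a positive median (0.12; adjusted p = 0.0201, and adjusted p = 0.669 with an estimated correlation). This call of the list was lost with the hepatocyte covariate (0.204) and without Female HFHS 202 (0.0752) or 210 (0.0612) or Male HFHS 101 (0.115) or 105 (0.0755). The hepatocyte markers were lower in males on this diet in 30 of 35 cases.
With the male diets as headed in the heat maps of Figure 6, chosen as an alternative after the data were seen, 146 rather than 645 genes differed by sex on the HFHS diet. Under it Dll4 (log2 0.13), Sparc (0.12), Ifit2 (0.57) and Tnfaip3 (0.46) did not pass. The lists for interferon response (adjusted p = 0.285), fibrosis (0.388), Notch signaling (0.528) and inflammation (0.201) did not pass either, and fatty acid oxidation genes passed as lower in males (0.0274). Without Female HFHS 210 or Male HFHS 101, 102 or 103 the count was 379 to 420. It was 1355 with the diets of the sample titles, 378 with the numbers of the titles as a block and 133 with the hepatocyte covariate. From the expression patterns of Figure 6, the paper proposes that females on the HFHS diet tend toward nutrient sensing and storage and males toward inflammation.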

## 4. Discussion

Here, we report sex-specific metabolic differences in rats challenged with a HFHS diet. Males on a HFHS diet had greater body weight and insulin resistance while females did not differ from chow-fed rats. Gonadal fat was greater with a HFHS diet regardless of sex. A primary finding of this study is an interaction of sex and diet on carbohydrate-linked mitochondrial respiration, where males responded to the HFHS diet with greater respiration while females did not. To uncover the mechanism for mitochondrial respiration and the interaction with sex and diet, we assessed several key mitochondrial parameters. After 14 weeks of the HFHS diet, we observed no evidence of differences in measures of protein markers of autophagy, mitochondrial biogenesis, or mitochondrial dynamics. We did note differences in subunits of the complexes of the electron transport chain. Exploratory RNA sequence analysis revealed that females had greater expression of nutrient storage pathways while males had greater activation of pathways related to inflammation with a HFHS diet. Together, these data demonstrate sex differences in response to a HFHS diet, where females have lower carbohydrate-linked mitochondrial respiration that is not explained by mitochondrial content or dynamics.

High-fat feeding augments mitochondrial biogenesis [29]. This process is initiated by cellular nutrient sensing and activation of PGC-1α which can be considered the “master regulator of mitochondrial biogenesis” [30]. Sex differences in PGC-1α expression have been observed. For example, women have greater PGC-1α transcript expression after a bout of exercise [31]. In addition, PGC-1α and mtDNA content were higher in both male and female Wistar rats after a 26-week high-fat diet [32]. In the current study, however, there was no evidence of a difference in PGC-1α expression or content by sex or diet. This interstudy difference may be due to housing temperature differences between studies (22 °C room temperature versus 30 °C rat thermoneutrality), which has been shown to alter metabolic phenotypes [33]. Recent work highlights the complexity of mitochondrial biogenesis, suggesting vital roles for signaling networks beyond PGC-1α [34]. These pathways rely upon nuclear factor erythroid 2-related factor 2 (Nrf2) and estrogen-related receptor gamma (ERRγ) [35]. 

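Some genes of antioxidant and conjugating enzymes under Nrf2 control were lower in the 12 males than in the 11 females. Of 34 tested NRF2 target genes, 5 were lower in males and none was higher (5 lower when adjusted over the list alone). Besides Mgst1 and Sod3, these were Abcc2, a transporter gene of the liver (log2 −1.07, adjusted p = 0.0174), Nqo1, a quinone reductase gene (log2 −0.44, standard error 0.11, adjusted p = 0.0115 from edgeR), and Gsta1. Gsta1 is a glutathione transferase gene that overlaps Gsta3 (log2 −0.65, standard error 0.15, adjusted p = 0.00766). The list as a whole did not differ from other genes by sex (median log2 −0.02, adjusted p = 0.169 from camera). By diet, edgeR called 0 of 34 in females and 0 in males (0 and 1 lower when adjusted over the list alone), and camera gave adjusted p = 0.943 and 0.754. The interaction had adjusted p = 0.743 from camera, and on the HFHS diet 1 of 34, Nqo1 (lost without any 1 of 4 rats, adjusted p up to 0.0750), was lower in males (adjusted p = 0.146 for the list). With the hepatocyte level of each rat as a covariate, 0 of these 5 genes passed. The log2 of Nqo1 (−0.45) and Gsta1 (−0.82) was then no smaller, while that of Mgst1 (−0.21), Sod3 (−0.28) and Abcc2 (−0.42) shrank.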

We did observe differential expression of transcripts within the Nrf2-mediated oxidative stress response pathway. However, there was no difference in the fractional synthesis rate of mitochondrial proteins as measured during the last week of the experiment. The role of estrogen in our model remains open and will be investigated in future studies. We observed sex differences in the content of mitochondrial complexes that were not different between diets. Males had greater complexes I and III content while females had greater content of complex V. Complexes I and III are key sites for carbohydrate metabolism and may explain the sex difference in carbohydrate-linked respiration seen in this study. The difference in content could represent differences in mitochondrial biogenesis which occurred prior to deuterium labeling or accumulation of low-quality mitochondria due to low mitophagy. The autophagy pathway was downregulated in males compared with females in the RNA sequence analysis. Together, these data suggest that mitochondrial biogenesis in the last 7 days of the diet exposure did not contribute to the sex difference in respiration with the HFHS diet.

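Few autophagy transcripts passed the test between males and females. Of 53 tested genes of autophagy and mitophagy, 3 were higher and 1 was lower in males, with the same counts when adjusted over the list alone, and the median log2 was 0.01 (adjusted p = 0.803 from camera). Ctsl, a lysosomal protease gene, was lower in males (log2 −0.29, standard error 0.06, adjusted p = 0.00248 from edgeR). Higher were Optn, a receptor for selective autophagy (log2 0.18, standard error 0.05, adjusted p = 0.0123), and Wipi1, an autophagosome gene that overlaps Arsg (log2 0.26, standard error 0.07, adjusted p = 0.0157; correlation of their counts 0.964). Bnip3l, a mitophagy receptor gene, was higher as well (log2 0.12, standard error 0.04, adjusted p = 0.0433; lost without any 1 of 13 rats, adjusted p up to 0.0783). On the HFHS diet, 1 of 53 was higher and 2 were lower in males, with a median log2 of −0.01 (adjusted p = 0.572 from camera). Map1lc3a, which encodes an LC3 protein of the autophagosome membrane, had log2 −0.24, standard error 0.06, adjusted p = 0.0173. Ctsl had log2 −0.38, standard error 0.08, adjusted p = 0.00863, and Bnip3l had log2 0.20, standard error 0.05, adjusted p = 0.0288, a call lost without any 1 of 6 rats (adjusted p up to 0.0730). The interaction of sex and diet did not pass for Map1lc3a (log2 −0.33, adjusted p = 0.96) or for the list (adjusted p = 0.0656 from camera).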

Mitochondrial dynamics such as fission and fusion are key for mitochondrial health in skeletal muscle and are shaped by sex [36,37]. Mitochondrial dynamics are coordinated through changes in the expression of MFN1, MFN2, and MFF or post-transcriptional modifications in the case of DRP1 [12,38]. Deleting these proteins results in mitochondrial dysfunction, accumulation of mitochondrial DNA damage, stunted growth, increased oxidative stress, and atrophy [39,40,41]. Energetic stressors such as dietary manipulations or exercise training can induce mitochondrial dynamic changes. DRP1 expression was greater with a high-fat diet while there was no difference in MFN2 levels in Sprague-Dawley rats [42]. Sex differences in mitochondrial dynamics have been reported after eccentric resistance training. MFN1, DRP1, and PINK1 were greater in men than in women, authors attributed these differences to sex hormones [43]. In response to the HFHS diet, we observed no evidence of differences in these key elements of mitochondrial dynamics or the upstream signaling molecule sirtuin1 at 14 weeks. Mitochondrial morphology has been shown to be altered with hyperglycemia [44]. As the male rats in our study had higher blood glucose levels, we were surprised at the lack of differences in proteins related to mitochondrial morphology between groups. Fission and fusion are both dynamic events that may not be well captured by single time point evaluations. It is feasible that adaptive changes caused by a HFHS diet occur before 14 weeks and persist, resulting in a new steady state.

We are not the first to report differences in mitochondrial respiration and abundance with respect to sex. The skeletal muscle mitochondrial protein content of Complexes I and V was greater in female rats at baseline, with no change in response to caloric restriction [45]. Studies report higher levels of mitochondrial content and respiration in females across multiple tissues including skeletal muscle and liver [8,46,47,48]. The current study agrees with greater expression of Complex V in females; however, this difference in complex content did not result in greater respiration. While the mechanism underpinning this difference remains unclear, two factors that influence respiration are substrate delivery and signal sensitivity. Tracer studies show that lipid uptake into skeletal muscle is higher in females compared to males [49]. A major fuel source of mitochondria is triglycerides, which must be broken down by lipoprotein lipase (LPL) to fatty acids and glycerol before it can enter the cell and oxidation can occur. We measured greater LPL transcript abundance in females compared to males in agreement with the human literature [50]. 

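Lpl, the lipoprotein lipase gene (chromosome 16, 22537056 to 22561496), was at 217 ± 82.9 CPM (SD, n = 5) in Female Chow, 299 ± 49.6 (SD, n = 6) in Female HFHS, 236 ± 150 (SD, n = 6) in Male Chow and 250 ± 66.6 (SD, n = 6) in Male HFHS rats. Its difference by sex over both diets did not pass and was smaller than the spread between rats (log2 −0.07, standard error 0.24, adjusted p = 0.892 from edgeR). Between males and females on the HFHS diet Lpl had log2 −0.26, standard error 0.33, adjusted p = 0.718. Leaving out Female Chow 228, Male Chow 111 or Male Chow 115 turned the sign by sex, with log2 values of 0.0266, 0.0218 and 0.00835.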

Future studies should examine if this transcript change reflects protein LPL levels as well as the activation state of LPL. In contrast, others report that females have moderately lower mitochondrial ADP sensitivity with no difference in substrate transport [51]. Our study design does not allow us to comment on ADP sensitivity as our measurements were taken at a constant ADP concentration (2mM). We plan to test for mitochondrial sensitivity by using multiple ADP concentrations in future studies.

Our respiration data suggest that males respond to a HFHS diet with greater maximal rates of nutrient oxidation in skeletal muscle while females do not. Nutrient excess can set the stage for a mismatch between supply and demand within the mitochondria. For example, oxidizing an incoming substrate without adequate demand creates a high protonmotive force which can lead to the generation of reactive oxygen species and inflammation [52]. These factors are suggested as the primary drivers of insulin resistance in skeletal muscle and may contribute to the difference in insulin resistance in male rats observed in this study [52]. In contrast, the female-specific response of unaltered mitochondrial respiration with a HFHS diet could prevent oxidative damage and subsequent insulin resistance. Additionally, greater content of Sestrin2 and Pink1 as well as greater autophagy transcript expression could align with higher mitophagy in females whereas males adapt with energy production at the cost of greater superoxide production and reduced mitochondrial health. Future studies are needed to evaluate the functional implications for the transcript and protein data.

Several aspects of the study design warrant further discussion. Skeletal muscle contains various fiber types with known differences in mitochondrial content. An underlying sex difference in fiber type abundance could explain mitochondrial respiration differences. In humans, females tend to have more oxidative fibers than males [47]. However, this is not the case with rats. While fiber type was not measured in the current study, adult Wistar rats have been shown to have ~1% difference in fiber type between sexes [53]. Another difference between humans and rats is growth characteristics. Rats, especially males, continue to gain weight throughout their lifetime [54]. Increases in lean mass require mitochondrial biogenesis which may overshadow changes caused by the HFHS diet. However, our group has observed interventional mitochondrial respiration differences using this rat model previously [24]. In the current study, we gathered data 14 weeks after diet initiation. This study design was chosen to ensure the animals had adapted to the diet. Compensation likely occurs early in the diet exposure and may have reached a new equilibrium by 14 weeks. The observation of similar mitochondrial biogenesis between sexes suggests that skeletal muscle adaptation occurred prior to measurement in this study. It is also of note that these measurements represent the resting state. One could speculate that under sedentary cage-dwelling conditions, higher skeletal muscle oxidative flux is a maladaptive response. Future studies should define the time course of skeletal muscle adaptation as well as uncover the signaling mechanisms for the changes seen at 14 weeks. Future studies will examine the role of sex hormones, specifically estrogen, on mitochondrial responses to a HFHS diet.

## 5. Conclusions

In conclusion, skeletal muscle mitochondrial respiration adapts to a HFHS diet in a sexually dimorphic manner. A HFHS diet increased weight and insulin resistance in male rats but not female rats. Males have greater carbohydrate-linked respiration while female respiration is diminished. This difference does not appear to be linked to mitochondrial biogenesis, fission, fusion, or quality in the skeletal muscle. As such, these findings suggest differences in systemic fuel handling. A full understanding of sex differences in the systemic fuel partitioning response to a HFHS diet would allow for sex-specific approaches to optimize systemic and skeletal muscle health and metabolic flexibility.

## Figures and Tables

**Figure 1:**
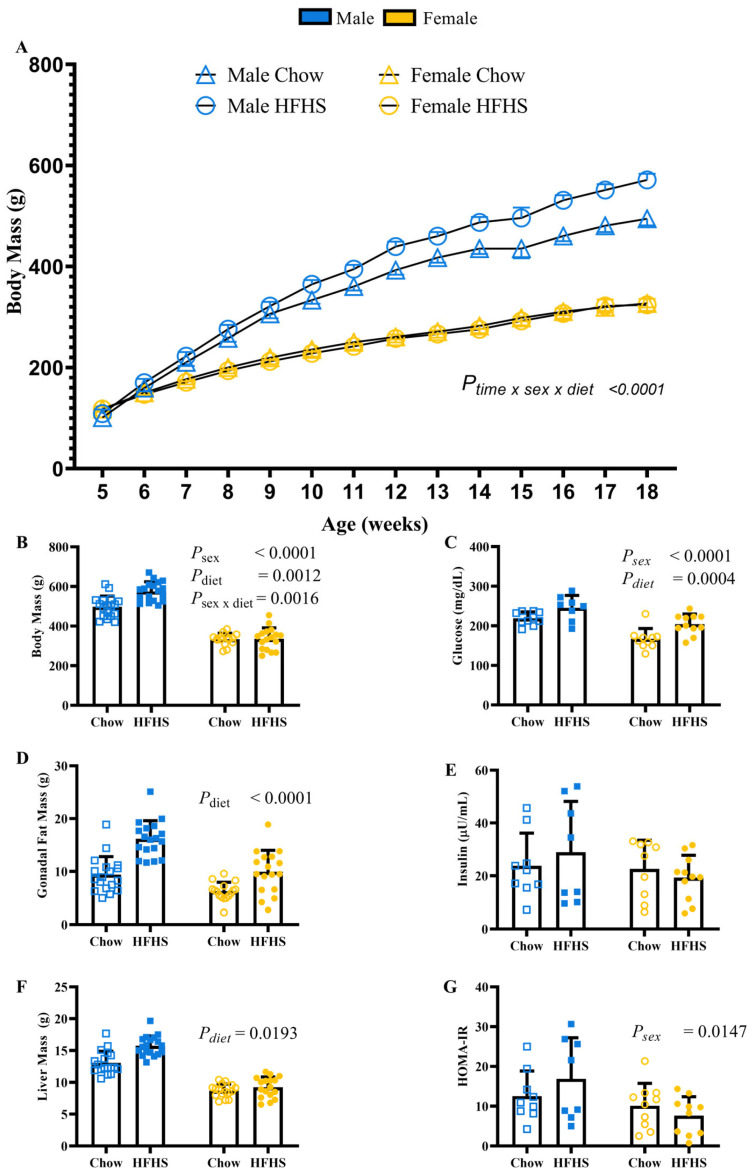
Animal Characteristics. (**A**), Body Mass from the beginning of dietary intervention through 14 weeks (mean ± SD). Blue open squares = Males on chow diet, blue closed squares = Males on HFHS diet, yellow open circles = Females on chow diet, yellow closed circles = females on HFHS diet. (**B**), Body mass 14 weeks post dietary intervention (*n* = 18, 18, 16, 17, respectively, for M Chow, M HFHS, F Chow, and F HFHS) (**C**), Blood Glucose 14 weeks post dietary intervention (*n* = 10, 8, 10, 12, respectively) (**D**), Gonadal Fat mass 14 weeks post dietary intervention (*n* = 18, 18, 16, 17, respectively) (**E**), Blood insulin 14 weeks post dietary intervention (*n* = 9, 8, 9, 11, respectively) (**F**), Liver mass 14 weeks post dietary intervention (*n* = 18, 18, 16, 17, respectively) (**G**), Homeostatic Model Assessment for Insulin Resistance (HOMA-IR) 14 weeks post dietary intervention (*n* = 9, 8, 10, 10, respectively). In panels A and C-G, blue boxes represent males and yellow circles represent females. Open shapes represent chow fed animals and closed shapes represent HFHS fed animals. Chow = standard diet, HFHS = high-fat high-sugar diet.

**Figure 2:**
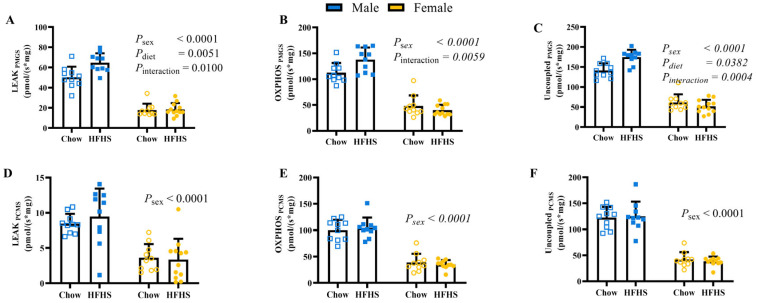
Mitochondrial Respiration measured by Oroboros O2k. (**A**,**D**), O_2_ consumption during leak state with carbohydrate-linked or lipid-link substrate addition, respectively. (**B**,**E**), O_2_ consumption during OXPHOS state with carbohydrate-linked or lipid-link substrate addition, respectively. (**C**,**F**) O_2_ consumption during Uncoupled state with carbohydrate-linked or lipid-link substrate addition, respectively. (P: pyruvate; M: malate; G: glutamate; S: succinate (**A**,**C**,**E**); (**C**) octanolycarnitine; M: malate; G: glutamate; S: succinate (**B**,**D**,**F**)). Chow = standard diet, HFHS = high-fat high-sugar diet. *n* = 10 for M Chow, M HFHS, and F Chow, *n* = 12 for F HFHS. Blue boxes represent males and yellow circles represent females; Open shapes represent chow fed animals and closed shapes represent HFHS fed animals. Chow = standard diet, HFHS = high-fat high-sugar diet.

**Figure 3:**
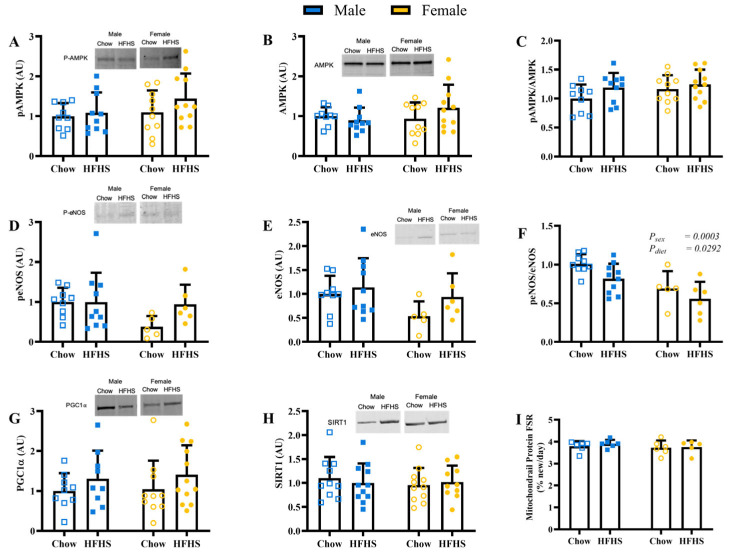
Skeletal Muscle Mitochondrial Biogenesis. (**A**), protein content of phosphorylated AMP-activated protein kinase (pAMPK) (*n* = 9, 10, 10, 12, respectively, for M Chow, M HFHS, F Chow, and F HFHS). (**B**), protein content of AMP-activated protein kinase (AMPK) (*n* = 9, 10, 10, 12, respectively). (**C**), ratio of pAMPK to AMPK (*n* = 9, 10, 10, 12, respectively). (**D**), protein content of phosphorylated endothelial nitric oxide synthase (peNOS) (*n* = 9, 10, 5, 6, respectively). (**E**), protein content of endothelial nitric oxide synthase (eNOS) (*n* = 9, 10, 5, 6, respectively). (**F**), ratio of peNOS to eNOS (*n* = 9, 10, 5, 6, respectively). (**G**), protein content of peroxisome proliferator-activated receptor gamma coactivator-1 alpha (PGC1α) (*n* = 9, 9, 10, 12, respectively). (**H**), protein content of sirtuin 1 (SIRT1) (*n* = 10, 11, 11, 10, respectively). (**I**), Mitochondrial protein fractional synthesis rate (FSR) determined by deuterium labeling (*n* = 6, 6, 6, 5, respectively). Blue boxes represent males and yellow circles represent females; Open shapes represent chow fed animals and closed shapes represent HFHS fed animals. Chow = standard diet, HFHS = high-fat high-sugar diet.

**Figure 4:**
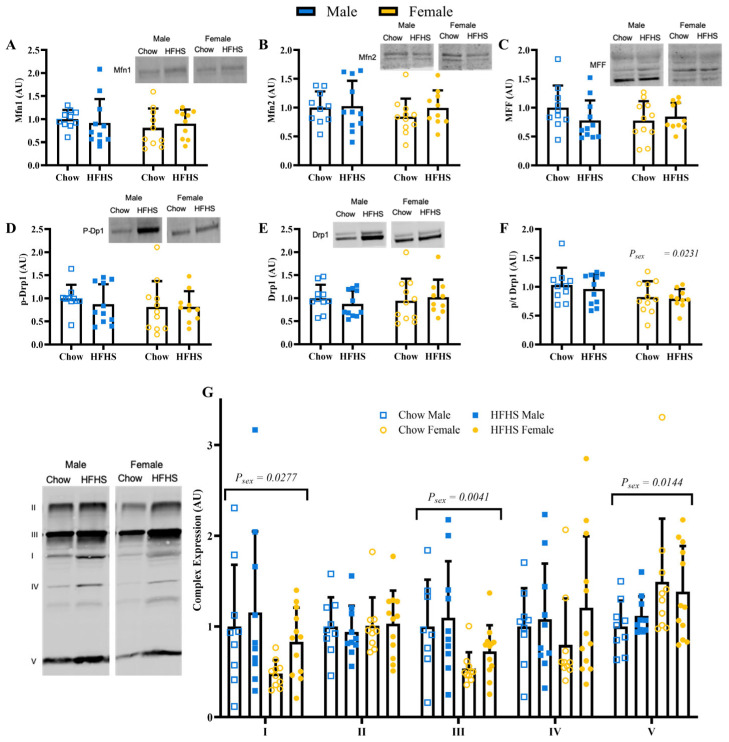
Skeletal Muscle Mitochondrial Dynamics. (**A**), Protein content of Mitofusin-1 (Mfn1) (*n* = 10, 11, 10, 10, respectively, for M Chow, M HFHS, F Chow, and F HFHS). (**B**), Protein content of mitofusin-2 (Mfn2) (*n* = 10, 11, 11, 10, respectively). (**C**), Protein content of mitochondrial fission factor (MFF) (*n* = 10, 11, 11, 10, respectively). (**D**), protein content of phosphorylated dynamin-related protein 1 (pDrp1) (*n* = 10, 11, 11, 10, respectively). (**E**), protein content of dynamin-related protein 1 (Drp1) (*n* = 10, 11, 11, 10, respectively). (**F**), ratio of pDrp1 to total Drp1 (*n* = 10, 11, 11, 10, respectively). (**G**), protein content of mitochondrial complexes (*n* = 9, 10, 10, 12, respectively). Blue boxes represent males and yellow circles represent females; Open shapes represent chow fed animals and closed shapes represent HFHS fed animals. Chow = standard diet, HFHS = high-fat high-sugar diet.

**Figure 5:**
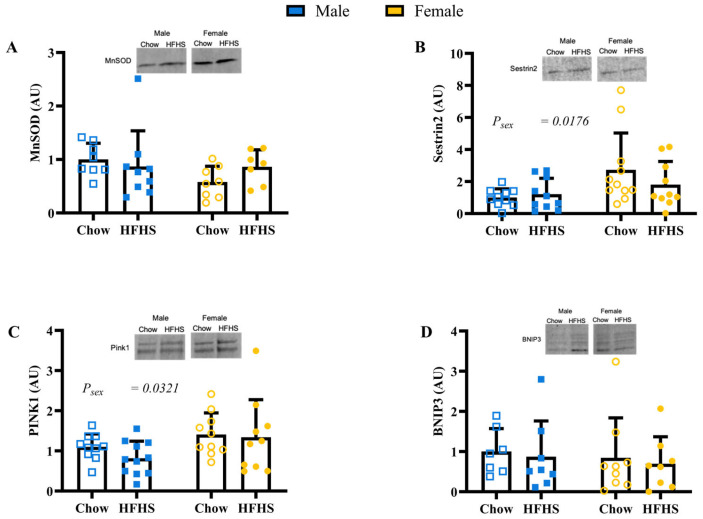
Skeletal Muscle Mitochondrial Health. (**A**), protein content of manganese superoxide dismutase (MnSOD) (*n* = 8, 9, 8, 7, respectively, for M Chow, M HFHS, F Chow, and F HFHS). (**B**), protein content of Sestrin2 (*n* = 10, 10, 11, 10, respectively). (**C**), protein content of PTEN-induced kinase 1 (PINK1) (*n* = 10, 11, 10, 10, respectively). (**D**), protein content of Bcl-2-interacting protein 3 (BNIP3) (*n* = 7,8,9,8, respectively). Blue boxes represent males and yellow circles represent females; Open shapes represent chow fed animals and closed shapes represent HFHS fed animals. Chow = standard diet, HFHS = high-fat high-sugar diet.

**Figure 6:**
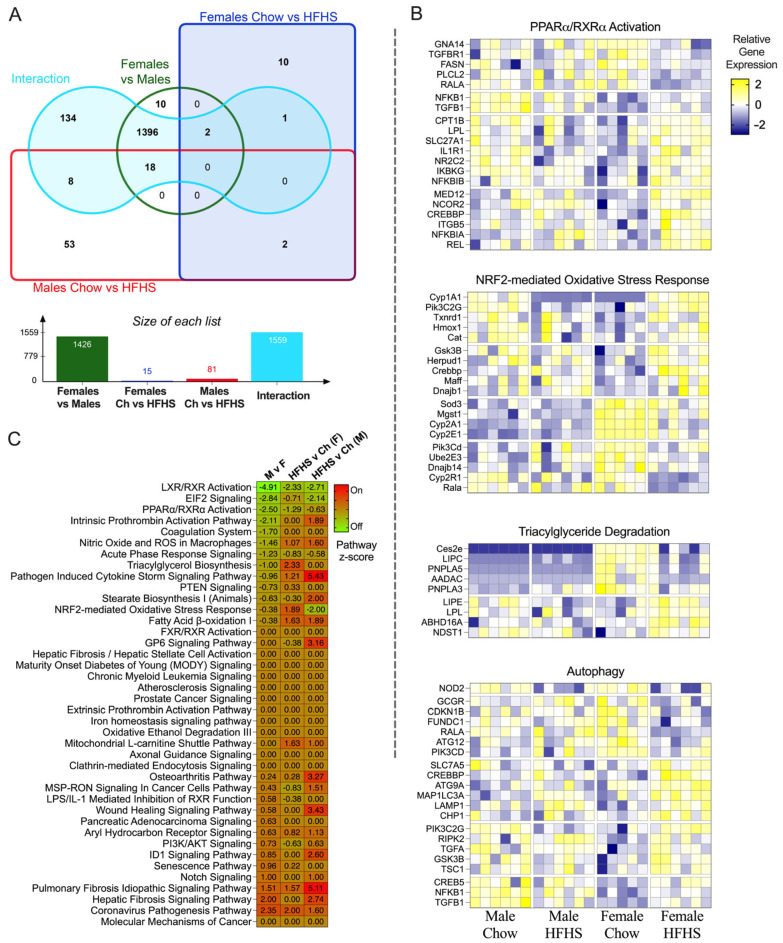
RNA Sequencing. (**A**), Venn Diagram and quantification of the number of transcripts shared between group pairs. (**B**), Significance of pathway enrichment by group. (**C**), Relative expression of genes within the PI3K/AkT Signaling Pathway, NRF2- Mediated Oxidative Stress Pathway, Triacylglycerol Degradation Pathway, and Autophagy Pathway. Chow = standard diet, HFHS = high-fat high-sugar diet.

**Table 1:** Mitochondrial Respiration continued. All values are expressed as mean ± standard deviation with a unit of pmol/(s*mg). s, d, i represent statistical significance of sex, diet, and interaction of sex and diet, respectively. L: Leak, P: OXPHOS, E: Uncoupled, P: pyruvate, M: malate, C: octanolycarnitine G: glutamate, S: succinate.

	Male		Female	
	Chow	HFHS	Chow	HFHS
L_PM_^s,d,i^	15.48 ± 5.42	24.80 ± 7.04	3.06 ± 2.04	2.64 ± 2.17
P_PM_^s,d^	75.76 ± 8.39	91.96 ± 11.18	30.48 ± 7.38	21.82 ± 7.94
L_PCM_^s^	8.46 ± 1.39	9.47 ± 3.97	3.62 ± 1.93	3.36 ± 2.95
P_PCM_^s^	100.32 ± 19.59	104.37 ± 19.64	38.58 ± 16.80	34.93 ± 8.24
L/P_PM_^s^	0.20 ± 0.07	0.27 ± 0.08	0.10 ± 0.07	0.11 ± 0.07
L/P_PCM_	0.45 ± 0.06	0.47 ± 0.15	0.45 ± 0.27	0.65 ± 0.68
L/P_PMGS_	0.45 ± 0.08	0.48 ± 0.07	0.39 ± 0.09	0.46 ± 0.08
L/P_PCMS_^s^	0.65 ± 0.10	0.67 ± 0.07	0.82 ± 0.14	0.84 ± 0.08
P/E_PMGS_	0.80 ± 0.07	0.79 ± 0.10	0.80 ± 0.30	0.80 ± 0.32
P/E_PCMS_^s^	0.82 ± 0.06	0.84 ± 0.08	0.90 ± 0.10	0.91 ± 0.01

## Data Availability

All raw RNA sequencing files may be obtained using GEO id: GSE228215 (https://www.ncbi.nlm.nih.gov/geo/, accessed on 7 September 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15204438/s1, Figure S1: A subset of female rats in each diet group (*n* = 4) underwent a sham ovariectomy surgery (sham). The effectiveness of ovariectomy with estradiol add back (OVX + E_2_) in female rats was confirmed by measuring uterine mass relative to body weight as the uterus is sensitive to circulating estradiol and will atrophy when estradiol concentrations are low. There was no difference in sham versus OVX + E2 females for uterine mass (*p* = 0.1913). As the focus of this study was the metabolic phenotype in response to a high-fat/high-sucrose diet (HFHS), we measured glucose and insulin in the sham rats. Neither variable was different by surgery type (*p* = 0.5867 and *p* = 0.7809 respectively). Finally, we measured mitochondrial protein synthesis in sham operated rats because of the impact of estradiol on mitochondria. This variable was also unaffected by surgery (*p* = 0.5185).

# Supplementary material for: Sex Differences in the Skeletal Muscle Response to a High Fat, High Sucrose Diet in Rats
**Source:** Nutrients. 2023 Oct 19;15(20):4438. doi: 10.3390/nu15204438
**Supplement:** Supplementary file 1

Female OVX+E2
Female Sham

A.

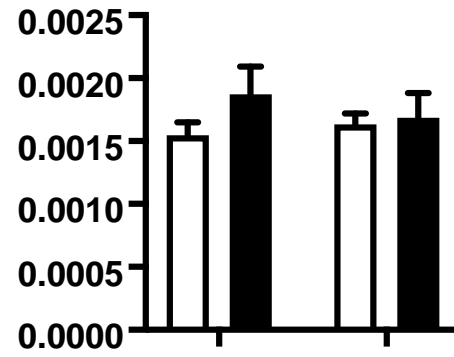

Chow HFHS

B.

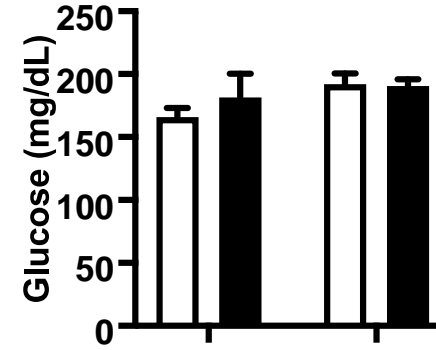

Uterus Mass/Body Mass

Chow HFHS

C.

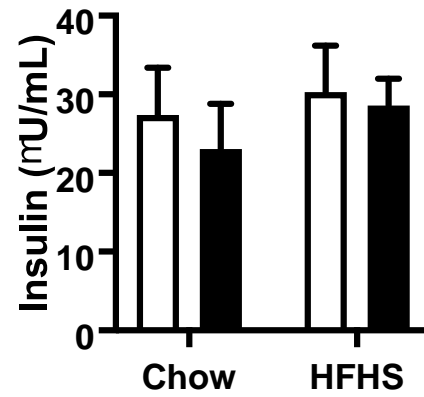

D.

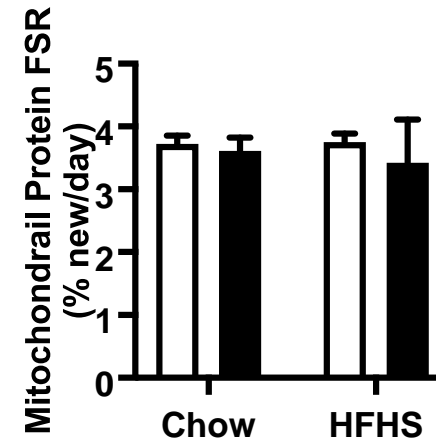

Supplementary Figure S1. A subset of female rats in each diet group (n=4) underwent a sham ovariectomy surgery (sham). The effectiveness of ovariectomy with estradiol add back (OVX+E₂) in female rats was confirmed by measuring uterine mass relative to body weight as the uterus is sensitive to circulating estradiol and will atrophy when estradiol concentrations are low. There was no difference in sham versus OVX+E₂ females for uterine mass (p=0.1913). As the focus of this study was the metabolic phenotype in response to a high-fat/high-sucrose diet (HFHS), we measured glucose and insulin in the sham rats. Neither variable was different by surgery type (p=0.5867 and p=0.7809 respectively). Finally, we measured mitochondrial protein synthesis in sham operated rats because of the impact of estradiol on mitochondria. This variable was also unaffected by surgery (p=0.5185).

How the deposited data were processed for this re-analysis (not part of the article)

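Gene expression was measured by RNA sequencing in gastrocnemius muscle of 23 rats, 5 Female Chow, 6 Female HFHS, 6 Male Chow and 6 Male HFHS, with 1 library per rat. The authors trimmed the reads with fastp, aligned them to rn6 with STAR 2.7.6a and counted them over the exons of merged transcripts of each gene in SeqMonk 1.48.1. The deposited table gives, for each gene and rat, a raw count without normalization, in whole numbers. Totals per rat lay between 21152221 and 51305283 counts. The body composition, protein turnover, mitochondrial and blood measurements of the paper were not analysed here, and its pathway scores were not computed here.

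Each rat was assigned to its group by the diet and sex codes of its column. Of the entries in the table, 16 without a gene name were left out, which held between 6.57e-05% and 0.000294% of the counts of a rat. A symbol that stood for several entries (129 symbols) was kept as separate genes by position. No library was left out of the main analysis.

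Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed by filterByExpr with the 4 groups, library sizes were scaled by TMM, and dispersions were estimated over all 23 rats in 1 model with a mean for each group. Quasi-likelihood F tests with robust estimation were made for the difference by sex, by diet in females, by diet in males, for the interaction of sex and diet, for any difference among the 4 groups, by sex on each diet and by diet averaged over the sexes. P values were adjusted by Benjamini and Hochberg, with a threshold of 0.05. Log2 values are those of the fitted contrasts, levels per rat are CPM with TMM scaling, and log2 levels used a prior count of 2. Folds against a group at 0 used a floor of 3 counts over the group.

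In all, 48 lists of pathways, cell types and complexes were written from general knowledge. Of their 1074 genes, 1007 were found by symbol, 23 by a synonym and 44 not at all. A list was tested if at least 3 of its members were tested. Lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, with a correlation estimated for each list as an alternative and with fry as another. For each list, the members were also adjusted among themselves. The genes drawn in the heat maps of Figure 6 were read from the picture and only counted, not tested as lists, and the colours of the heat maps were compared with the counts by correlation.

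Genes are named by a rule. For the differences by sex, by diet in females, by diet in males and for the interaction, it takes the 10 higher and the 10 lower genes with the smallest p past the threshold that carry a gene symbol and average at least 1 CPM. It also takes every gene that the paper names in its sequencing text or draws in Figure 6, up to 4 members with the smallest p of each list described, and Xist and the genes of chromosome Y. The text names those of them that fit its subject. The figure had been seen when the rule was written. Where 5 or fewer members of a list passed, the others are named as well, chosen after their values were seen, as are the genes called by diet averaged over the sexes.

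The alternatives tried were RLE size factors, a filter on a mean count above 0.1 and a filter at 1 CPM in at least 5 rats. Others were DESeq2 1.42.0, limma-voom with quality weights, the diets of the sample titles, leaving out the 3 rats with conflicting labels, the mean hepatocyte marker level as a covariate, the number in the sample titles as a block, leaving out each rat in turn, models with sex alone or with sex and diet without their interaction, each sex fitted alone, and an unadjusted p. The male diets as headed in Figure 6, DESeq2 with sex alone and DESeq2 on each sex alone were added after the data were seen. The other alternatives were tried for the results they apply to. Each count was also compared with the counts from 100 splits of the same rats into groups of the same sizes, the real split included.

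The pipeline was tested on simulated data, with counts drawn from these libraries and 13365 genes. Besides the genes that were changed, edgeR called 9 genes by sex, 12 by diet in females, 16 by diet in males and 6 for the interaction. In a simulation of the lists, a list of 40 members changed by a log2 of 0.4 passed in each of the 4 comparisons, and 0 other lists were called. All genes were drawn independently of each other, so this does not show how often camera calls lists among correlated genes. In other splits of the real rats by sex, camera passed up to 19 lists.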

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

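The comparison of Alb in the females with the highest male, the tests of the fibrosis genes and of the shared direction of genes in males and females, the test of the 4 groups for the interaction list and all comparisons with other splits of the rats were chosen after the result was seen.

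Liver transcripts, which the paper does not discuss, were found in female muscle, with 34 of 35 hepatocyte markers lower in males. RNA from liver in the female libraries is a candidate explanation: across the 11 females Alb, Apoa1, Apoa2, Fgb, Ttr and Serpina1 ranked as Cyp2e1 did, with a median Spearman rho of 0.864 (between 0.809 and 0.925; one-sided permutation p = 0.00023), of 0.767 without the 2 females farthest from the median of Cyp2e1, and of 0.65 within Female Chow and 0.943 within Female HFHS rats. Expression of liver genes by the muscle of all females is argued against by 2 females with Alb at or below the highest male, at 15.4 CPM, while the other females had 20.0 CPM or more. Liver was taken from the same rats at sacrifice, so a transfer of liver RNA during dissection or preparation stays open. Liver was taken from the males as well, and none of them had Alb above 15.4 CPM. The shared collection alone therefore does not account for the difference by sex. A difference of the sexes, of ovariectomy or of estradiol that acts in some of the females was not tested and stays open too, as the labels do not tell which females, if any, had the sham operation.

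Cyp1a1 is drawn high in the columns headed Male Chow in the heat maps of Figure 6 and was high in the deposited Male HFHS libraries. Over the 68 other genes compared, the difference by diet in males correlated at −0.949 between the picture and the counts, against 0.990 in females, which an exchange of the male diets between the 2 would give. Which of the 2 holds the right diets stays open: 35 of 41 extracellular matrix and fibrosis genes were positive with the HFHS diet in the deposited males, as are the pathway scores of the same figure, but the scores may rest on labels that the heat maps do not share. Turning the male diets round exchanges the average over the sexes with the interaction. The 7 genes called by the average and the 0 called by the interaction then change places by construction, which decides nothing. Fatty acid oxidation genes were higher on the HFHS diet in 23 of 24 cases in the deposited males and in 24 of 24 in females. In females this call was lost without the 3 rats with conflicting labels (adjusted p = 0.0786 from camera). The directions of these genes run with the deposited diets only if both sexes respond alike. An exchange of the diets among the females stays open as well, since Cldn5 and Cdc45, the other genes called in males, had the same sign in females (a share of 1, above the bound of 0.5 set against it), but they overlap and count as 1 gene. Over the 1055 genes at an unadjusted p under 0.05 in males, without Cyp1a1 and the hepatocyte markers, a share of 0.632 had the same sign in females, but 90 of all 462 splits of the females gave as large a share, so this does not decide it. Of the 3 females with conflicting labels, 0 had Cyp1a1 inside the range of the other rats of their title group. Rat 205 had 0 counts (title HFHS, others 0.425 to 3.28 CPM), and 224 and 225 had 0.931 and 3.49 CPM (title Chow, others 0). Rat 225 also lay outside the range of its code group (0.425 to 3.28 CPM), so the bound set beforehand against the titles was not met. The values run against the titles but rest on 1 gene. The figure already showed this gene to part the females by the codes, so the titles are not excluded.

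The interaction list of the paper holds nearly all genes of its sex list in Figure 6A, whereas the interaction term called 0 genes here by edgeR (652 at an unadjusted p under 0.05; 1 by DESeq2 and 0 by limma-voom). If that list came from a test of any difference among the 4 groups, such a test should hold nearly all genes called by sex, but by DESeq2 it held a share of 0.659 of them (1086 of 1649, with 1305 genes called). A test of sex and interaction together held a share of 0.708 (1168 of 1649, with 1262 called). Both tests are argued against as the source of the overlap, and the contrast that the authors used stays open. No biological explanation was tested.

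Among 47 measures and groups looked at for a rat far from the others, 6 stood apart, where chance gives about 1 in 20 groups. Myh2 took 8.84% of the counts of Female Chow 205, against 7.20% to 7.57% in the other Female Chow rats. In Female HFHS 225, Cldn5 was at 36.1 CPM (the others at 16.7 to 23.3) and the overlapping Cdc45 at 38.3 CPM (18.2 to 24.9). Alb was at 4.97 CPM in Male HFHS 106, against 0.313 to 1.07 in the others. Greb1 was at 3.30 CPM in Female HFHS 201 (1.88 to 2.30 in the others) and at 0.235 CPM in Male HFHS 105 (0.393 to 0.477).

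The response to the HFHS diet differed between the sexes by camera in 10 of 44 lists, of which 0 passed with an estimated correlation or by fry, and other splits of the same rats gave up to 19 such lists, as many as the real split or more in 52 of 100, so chance cannot be excluded. Of the 10 lists 7 kept their call and direction with the diets of the sample titles and 1 with the male diets as headed in Figure 6. The change in males was more positive than in females for interferon response genes (adjusted p = 7.65e-14, 0.33 with an estimated correlation), extracellular matrix and fibrosis genes (0.00264, 0.827), senescence genes (0.00445, 0.114), fibroblast and progenitor markers (0.0349, 0.885) and cholesterol synthesis genes (0.00429, 0.114). It was more negative for heat shock and unfolded protein response genes (0.00425, 0.71), cytosolic ribosomal proteins (0.00856, 0.936), red blood cell markers (0.00914, 0.71) and genes of muscle atrophy and growth (0.0351, 0.71). Hepatocyte markers passed as well (2.87e-08, 0.827), in the positive direction by camera although 17 of 35 were positive and the median log2 was −0.03.

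Neutrophil and mast cell markers, which the paper does not discuss either, were lower in males for 4 of 7 tested genes.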

How the results depend on the processing

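The male diets as headed in Figure 6, DESeq2 with sex alone and DESeq2 on each sex alone were chosen after the data were seen. The number of genes by sex stayed within 1.5 times of 1199 in every other setting than the hepatocyte covariate and the unadjusted p, with 1197 of the 1199 genes also called by DESeq2, and no scaling moved the median of all genes by more than 0.006 in log2. Of 4851 values of the 138 named genes and comparisons under alternatives, 4272 kept their direction and side of the threshold and 17 reversed. DESeq2 kept 138 of 138, the hepatocyte covariate weakened 106 of 138, and leaving out each rat in turn 324 of 3173. Depth, at 21152221 counts or more per rat, limits genes of a few counts such as Cyp1a1 on chow. Where no reason is given, the cause was not tested.

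With the hepatocyte covariate 48 genes passed by sex, 1 by diet in females, 0 in males and 43 among the 4 groups. There were 133 by sex on the HFHS diet, 12 on chow and 1 by diet averaged over the sexes. Alb (log2 0.0510), Cyp2a1 (2.19), Apoc1 (0.51, on the HFHS diet 0.0429) and Pdzk1 (0.0575) reversed by sex. Alb is a member of the list behind the covariate, so its reversal is in part by construction. By DESeq2 the counts were 6 by diet in females, 25 in males, 1 for the interaction, 1305 among the groups, 1013 by sex on the HFHS diet, 359 on chow and 53 averaged, and by limma-voom 9, 17 and 11 by diet in females, in males and averaged. RLE size factors, a mean count above 0.1 and 1 CPM in 5 rats each left 1 gene by diet in females, the second 0 in males and the third 150 by sex on chow. The filters also change the genes tested. With the titles there were 0 genes by diet in males, 5 for the interaction, 1355 by sex on the HFHS diet, 0 averaged and 18 lists for the interaction, and the interaction of Cyp1a1 reversed (4.38). With females or males fitted alone edgeR called 0 by diet, with fewer rats in the fit, but DESeq2 17 and 90. At an unadjusted p there were 3143 genes by sex, 930 and 1057 by diet in females and males and 652 for the interaction. With the male diets as headed in Figure 6 there were 146 genes by sex on the HFHS diet and 851 on chow. There were 7 for the interaction, among them Cyp1a1 (adjusted p = 5.62e-05), and 0 averaged. By construction these are the averaged and the interaction calls of the main fit. The males also reversed by construction (Cyp1a1 −5.41, Cldn5 −1.0, Cdc45 −0.95). The averages were −0.0225 for Phlda3, −0.17 for Cldn5, −0.18 for Cdc45, −0.0134 for Mlycd and −0.17 for Nfkbiz.

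Lists were fewer with an estimated correlation, 0 by sex, 0 by diet in females, 2 in males, 0 for the interaction and 0 by sex on the HFHS diet, and by fry 1 by diet in females, 2 in males and 0 for the interaction. By diet in females 12 lists passed, of which 2 (hepatocyte markers and insulin signaling) kept their call and direction without the 3 rats with conflicting labels (4 passing) and with the titles (9 passing), and 4 with the hepatocyte covariate (6 passing). The numbers of the sample titles link rats of different groups only by number, with a median correlation of −0.0294 in 32 pairs. As a block they gave 1 gene by diet in females, 0 in males, 378 by sex on the HFHS diet and 3 averaged.

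Without each rat in turn, there were 935 to 1346 genes by sex, 1 to 3 by diet in females, 0 to 9 in males (9 without Male Chow 112), 0 to 1 for the interaction (1 without Female Chow 229), 476 to 709 among the groups, 379 to 769 by sex on the HFHS diet, 188 to 261 on chow and 7 to 17 averaged (17 without Male Chow 112). Lists numbered 13 to 16 by sex, 6 (without Female Chow 205) to 17 by diet in females, 11 to 14 in males, 7 to 13 for the interaction and 12 to 15 by sex on the HFHS diet. Lpl by sex reversed without Female Chow 228 (0.0266), Male Chow 111 (0.0218) and Male Chow 115 (0.00835), the lowest value being −0.26 without Male Chow 112.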

Differences from the paper's values

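DESeq2 with sex alone, DESeq2 on each sex alone and the male diets as headed in Figure 6 were chosen after the values were seen. The thresholds are those that the paper states, an adjusted p under 0.05 by Benjamini and Hochberg, unless another is named.

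For the interaction of sex and diet, the paper's value is 1559 genes, and edgeR called 0 genes here (652 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value. DESeq2 called 1 gene by its Wald test and 0 by its likelihood ratio test of the interaction, limma-voom 0, the diets of the sample titles 5, and RLE size factors, both other filters, the fit without the 3 rats with conflicting labels, the hepatocyte covariate and the replicate block 0 each, while the unadjusted threshold gave 652. The male diets as headed in Figure 6, chosen after seeing the values, gave 7, by construction the genes called by diet averaged over the sexes.

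By diet in females, the paper's value is about 15 genes in Fig. 6A, read by eye, and 2 genes were called here. Of the alternatives set before the data were examined, none came within 1.5 times of it: RLE size factors, both other filters, the hepatocyte covariate and the replicate block gave 1 each, the titles and the fit without the 3 rats 2 each, DESeq2 6, limma-voom 9, females fitted alone 0 by edgeR and an unadjusted p 930. DESeq2 on females only, chosen after seeing the values, gave 17, within 1.5 times of the paper's value. The paper's methods name DESeq2 within females or within males by diet, and a fit on each sex alone is 1 reading of that. By diet in males, the paper's value is about 81 genes in Fig. 6A, read by eye, and 3 genes were called here. The alternatives set before the data were examined gave 3 with RLE size factors, with the filter at 1 CPM and without the 3 rats, 0 with the filter on the mean count, the titles, the hepatocyte covariate, the replicate block and males fitted alone by edgeR, 17 by limma-voom, 25 by DESeq2 and 1057 at an unadjusted p, and none came within 1.5 times of it. DESeq2 on males only, the same reading of the paper's methods and chosen after seeing the values, gave 90, within 1.5 times of the paper's value. The figure does not name the paper's genes, so how many of them these 2 settings drop could not be counted.

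The paper states that Lpl was more abundant in females. Here its log2 by sex was −0.07 (standard error 0.24, adjusted p = 0.892) and on the HFHS diet −0.26 (adjusted p = 0.718), neither past the threshold. On chow Lpl averaged 236 CPM in males and 217 CPM in females, and the sign by sex turned without Female Chow 228 (0.0266), Male Chow 111 (0.0218) or Male Chow 115 (0.00835). It states that the autophagy pathway was lower in males. Of 20 tested genes of its autophagy panel 2 were higher in males and 0 lower, and of 53 listed autophagy genes 3 were higher and 1 was lower (adjusted p = 0.803 for the list), while Map1lc3a and Ctsl were lower in males on the HFHS diet (log2 −0.24 and −0.38). The heat map of Figure 6 draws Cyp1a1 higher in the columns headed Male Chow than in those headed Male HFHS, while the deposited counts were higher in Male HFHS rats (log2 5.41, adjusted p = 0.0455), and with the male diets as headed in the figure, chosen after seeing the values, the log2 is −5.41.

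The paper states diet and sex differences in 6 pathways. By sex, the lists used here for LXR and RXR targets (adjusted p = 0.326), EIF2 signaling (0.177), PPAR alpha targets (0.305) and senescence (0.588) did not pass by camera, whereas the lists for fibrosis (1.24e-06) and Notch signaling (0.0146) did. By diet, LXR and RXR targets (0.746 in females and 0.847 in males) and EIF2 signaling (0.687 and 0.525) did not pass, whereas PPAR alpha targets, fibrosis and Notch signaling did in both sexes and senescence in males. With an estimated correlation only Notch signaling in males passed among these (0.0185). Without the 3 rats with conflicting labels the calls by diet in females were lost for PPAR alpha targets (0.0786 from camera), fibrosis (0.105) and Notch signaling (0.149). With the diets of the sample titles the fibrosis list passed as lower on the HFHS diet in females (3.26e-06 from camera). The paper proposes that females on the HFHS diet tend to express genes of nutrient sensing and storage more than males. Between the sexes on that diet the lists for triacylglycerol and fatty acid synthesis (0.563), triacylglycerol degradation (0.0597; 0.0387 by fry), glucose uptake (0.883) and insulin signaling (0.584) did not pass by camera, although Ces2e and Lipc were lower in males.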

Other observations

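Groups of genes that the passages do not describe were also compared between the sexes. Red blood cell markers passed as higher in males by camera. This call was lost with the filter at 1 CPM (adjusted p = 0.0781) and without Female Chow 205 (0.0663), Female HFHS 209 (0.0524) or Male Chow 111 (0.0540). Fast fiber markers were lower in males, all 9 of 9 in direction with 1 called, Tnnc2 of fast troponin (log2 −0.25, adjusted p = 0.0377; 4 lower when adjusted over the list alone; adjusted p = 0.00052 from camera, and adjusted p = 0.444 with an estimated correlation), while 11 slow fiber markers had 0 called (adjusted p = 0.776 from camera; 0 alone). Fatty acid oxidation genes were higher in males as a list (median log2 0.12; adjusted p = 0.00623 from camera, and adjusted p = 0.597 with an estimated correlation), a call lost without Female Chow 205 (0.0617) and with the hepatocyte covariate (0.317), with Acadm (log2 0.29, adjusted p = 0.0127) and Hadhb (log2 0.15, adjusted p = 0.0397) higher and Ehhadh lower of 24 (5 higher and 1 lower when adjusted over the list alone). Subunits of the respiratory complexes did not pass as lists: complex I had 2 of 33 higher in males, Ndufs1 (log2 0.18, adjusted p = 0.0189) and Ndufa10 (log2 0.15, adjusted p = 0.0162), complex II 1 of 4 higher (Sdha), complex III 0 of 9, complex IV 1 of 12 lower, Cox6a2 (log2 −0.16, adjusted p = 0.0285), and complex V 0 of 16, with adjusted p = 0.407, 0.0863, 0.424, 0.776 and 0.588 from camera. Of 14 genes of mitochondrial fission and fusion 2 were higher in males, Immt (log2 0.23, adjusted p = 0.00159) and Opa1 (log2 0.19, adjusted p = 0.0172; adjusted p = 0.0975 for the list), and of 24 regulators of mitochondrial biogenesis 1 was lower, Ppard (log2 −0.40, adjusted p = 0.00355; adjusted p = 0.962 for the list). Of 12 smooth muscle and pericyte markers 4 were higher in males, Rgs5, Pdgfrb (log2 0.36, adjusted p = 0.0101), Kcnj8 (log2 0.50, adjusted p = 0.0219) and Mcam (log2 0.22, adjusted p = 0.0271), and 1 was lower, Lmod1 (log2 −0.96, adjusted p = 0.000262; adjusted p = 0.0975 for the list). Of 18 circadian clock genes Dbp was higher (log2 0.27, adjusted p = 0.00415) and Cry1 lower (log2 −0.37, adjusted p = 0.00435; adjusted p = 0.588 for the list). Of 12 androgen response genes 3 were lower in males, Mstn, the myostatin gene (log2 −0.80, adjusted p = 0.0359), Pak1 (log2 −0.50, adjusted p = 0.0271) and Smox (log2 −0.28, adjusted p = 0.0287; adjusted p = 0.0879 for the list). For 16 macrophage, 12 adipocyte and 8 satellite cell markers edgeR called 0 by sex (0 also adjusted over each list alone), and camera gave adjusted p = 0.257, 0.588 and 0.904. The calls of Tnnc2, Hadhb, Mstn, Cox6a2 and Mcam were lost without any 1 of 15, 13, 7, 4 and 3 rats, that of Pak1 without Female Chow 213 and that of Smox without Female Chow 229 (adjusted p up to 0.0753).

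By diet, several lists moved in males. Cytosolic ribosomal proteins were lower on the HFHS diet in 66 of 73 cases (median log2 −0.08; adjusted p = 5.51e-09 from camera, and adjusted p = 0.563 with an estimated correlation), and fast fiber markers in 9 of 9 (adjusted p = 0.0169 from camera, and adjusted p = 0.759 with an estimated correlation). Endothelial markers were higher in 13 of 13 cases (adjusted p = 3.93e-05 from camera, and adjusted p = 0.257 with an estimated correlation), and fibroblast and progenitor markers in 10 of 11 (adjusted p = 0.000251 from camera, and adjusted p = 0.409 with an estimated correlation). Schwann cell and nerve markers were higher on the HFHS diet in both sexes, 11 of 11 in females (median log2 0.68; adjusted p = 0.00305 from camera, and adjusted p = 0.623 with an estimated correlation) and 11 of 11 in males (median log2 0.73; adjusted p = 0.0226 from camera, and adjusted p = 0.759 with an estimated correlation). In females, slow fiber markers were higher in 11 of 11 cases (adjusted p = 0.0159 from camera, and adjusted p = 0.769 with an estimated correlation) and red blood cell markers in 4 of 4 (adjusted p = 0.0152 from camera, and adjusted p = 0.588 with an estimated correlation). Apart from Cldn5 in males, edgeR called 0 members of these lists by diet (adjusted over each list alone, 2 endothelial and 1 fibroblast marker passed in males). Without the 3 rats with conflicting labels the calls in females of Schwann cell and nerve (adjusted p = 0.0786), slow fiber (0.765) and red blood cell markers (0.638) were lost, the last 2 also without Female Chow 205 (0.992 and 0.205). With the diets of the sample titles slow fiber markers passed as lower on the HFHS diet in females (adjusted p = 0.00964 from camera). Red blood cell markers then turned lower without passing (0.117). In males those of Schwann cell and nerve and of fast fiber markers were lost without any 1 of 6 and of 4 rats (up to 0.409).

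All comparisons with other splits of the same rats were chosen after the result was seen. Each count was set beside those of 100 splits into groups of the same sizes, the real one included. The splits argue against chance for the 1199 genes by sex (highest other split 272), the 645 by sex on the HFHS diet (142) and the 230 by sex on chow (92). They do so too for the 638 that differ among the 4 groups (7). In each of these only the real split, 1 of 100, gave as many. The same held for the 7 by diet averaged over the sexes (highest other 2). Of these 7, Cldn5 and Cdc45 overlap and count as 1 gene, and none passed with the diets of the sample titles, so chance is not excluded there. For the 2 genes by diet in females (highest other 2) and the 3 by diet in males (highest other 45), 2 of 100 splits gave as many. This is under a share of 0.05, a bound set after the results were seen. With so few calls, and another split that gave as many or more, chance is not excluded for either. Why 1 other split of the males gave 45 calls was not tested. For the interaction the real count was 0, all 100 splits gave as many, and the highest other was 7. For lists by camera, chance cannot be excluded: 13 passed by sex (highest other 19, as many or more in 22 of 100 splits), 12 by diet in females (19, 41 of 100), 12 by diet in males (18, 27 of 100) and 14 by sex on the HFHS diet (19, 15 of 100).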
